# Targeting EZH2 reactivates a breast cancer subtype-specific anti-metastatic transcriptional program

**DOI:** 10.1038/s41467-018-04864-8

**Published:** 2018-06-29

**Authors:** Alison Hirukawa, Harvey W. Smith, Dongmei Zuo, Catherine R. Dufour, Paul Savage, Nicholas Bertos, Radia M. Johnson, Tung Bui, Guillaume Bourque, Mark Basik, Vincent Giguère, Morag Park, William J. Muller

## Abstract

Emerging evidence has illustrated the importance of epigenomic reprogramming in cancer, with altered post-translational modifications of histones contributing to pathogenesis. However, the contributions of histone modifiers to breast cancer progression are unclear, and how these processes vary between molecular subtypes has yet to be adequately addressed. Here we report that genetic or pharmacological targeting of the epigenetic modifier Ezh2 dramatically hinders metastatic behaviour in both a mouse model of breast cancer and patient-derived xenografts reflective of the Luminal B subtype. We further define a subtype-specific molecular mechanism whereby EZH2 maintains H3K27me3-mediated repression of the *FOXC1* gene, thereby inactivating a FOXC1-driven, anti-invasive transcriptional program. We demonstrate that higher *FOXC1* is predictive of favourable outcome specifically in Luminal B breast cancer patients and establish the use of EZH2 methyltransferase inhibitors as a viable strategy to block metastasis in Luminal B breast cancer, where options for targeted therapy are limited.

## Abstract (web summary)

Histone modifications in cancer can contribute to pathogenesis. Here, the authors demonstrate that targeting epigenetic modifier Ezh2 hinders metastatic behaviour in Luminal B breast cancer models, and highlight a mechanism where Ezh2 contributes to metastatic behaviour by repression of FOXC1.

## Introduction

Breast cancer is comprised of a variety of disease entities bearing diverse pathological features, prognostic outcomes and metastatic behaviours. In an effort to unravel the heterogeneity of this disease, global transcriptional profiling has led to the characterization of at least five different intrinsic molecular subtypes of breast cancer; HER2+, Luminal A, Luminal B, Normal-like and Basal-like breast cancer (BLBC)^1^. The Luminal B subtype has particularly poor survival outcome, partly due to the lack of viable therapeutic options. An important aspect of developing effective therapies consists of defining how distinct transcriptional networks within each subtype are uniquely modulated by genetic and epigenetic mechanisms. Tri-methylation of lysine 27 on histone 3 (H3K27me3) by the methyltransferase Ezh2, as a part of the polycomb repressive complex 2 (PRC2), is an important mechanism of gene silencing. Interestingly, aberrant expression of Ezh2 has been widely observed in cancer, with reports of both oncogenic and tumour suppressive functions^2^.

With respect to breast cancer, Ezh2 levels are observed to be elevated and increased expression has been associated with poor survival^3^. However, functional studies have failed to reach a consensus as to whether Ezh2 plays a causal role in driving disease or is merely a by-product of increased cellular proliferation^4^. The context-dependent nature of Ezh2 function has also been proposed to be determined by the cell of origin and/or early transformation events undertaken by a tumour cell^5^. Thus, the different developmental origins of intrinsic breast cancer subtypes^6^ underscores the importance of evaluating the role of Ezh2 in each molecular subtype. Furthermore, while significantly higher H3K27me3 levels are observed in Luminal B compared to BLBC or HER2+, the functional relevance of this increased global histone methylation state is unclear^7^.

Given that the behaviour of Ezh2 is context-dependent, in this study we investigated the role of Ezh2 specifically in Luminal B breast cancer. To this end, we employed a transgenic mouse model to examine the effects of *Ezh2* ablation at each stage of tumorigenesis from early hyperplastic lesions to invasive metastatic disease. This work led to the identification of a Luminal B-specific anti-metastatic transcriptional program centred on the master transcriptional regulator FOXC1, which is silenced in these tumours in an Ezh2-dependent manner. Notably, pharmacological inhibitors targeting Ezh2 de-repressed *FOXC1* and reactivated this anti-metastatic program in both murine and human preclinical models, resulting in a dramatic reduction in both the size and number of metastatic lesions. This is significant because the vast majority of breast cancer-associated morbidity and mortality are due to distant metastasis. Thus, our findings have important implications for the treatment of Luminal B breast cancer, where a paucity of options for targeted therapy has significantly hindered progress in improving patient outcomes.

## Results

### Ablation of Ezh2 impairs tumour onset and metastasis

To explore the role of Ezh2 in Luminal B breast cancer, we employed a Polyomavirus Middle T (PyVmT)-driven model, in which the rapid development of tumours closely mimics human disease progression^8,9^, and which has a transcriptional profile that clusters with that of the human Luminal B intrinsic subtype^10^. Since Ezh2 plays an important role in maintaining mammary luminal progenitor cells and is required for mammary alveologenesis^11,12^, we utilized an inducible PyVmT transgene^13^ to circumvent phenotypes arising from impaired mammary development (Tet-ON PyVmT). This model combines mouse mammary tumour virus promoter (MMTV)-driven expression of the reverse tetracycline-dependent transactivator (rtTA)^14^ with a Tet operator-controlled bicistronic transgene encoding the PyVmT oncogene and Cre recombinase. Hence, upon induction with doxycycline, coordinated PyVmT expression and deletion of conditional *Ezh2* allele(s)^15^ occur specifically in the mammary epithelium (Fig. 1a). Whereas cohorts of virgin females bearing the wild-type or one conditional allele of *Ezh2* developed measurable mammary tumours after an average onset of 67 and 61 days, respectively, *Ezh2*-deficient mice displayed a significant delay in tumour onset to an average of 145 days (Fig. 1b). *Ezh2* deletion and oncogene expression were confirmed by both immunoblot and immunohistochemistry analyses (Supplementary Figure 1A, B). Interestingly, Ezh2-deficient tumours assessed for H3K27me3 by immunofluorescence at endpoint exhibited undetectable levels of H3K27me3 in the tumour epithelium, indicating that Ezh1 was not able to compensate for the loss of Ezh2 histone methyltransferase activity (Fig. 1c, Supplementary Figure 1C, D).

**Fig. 1:**
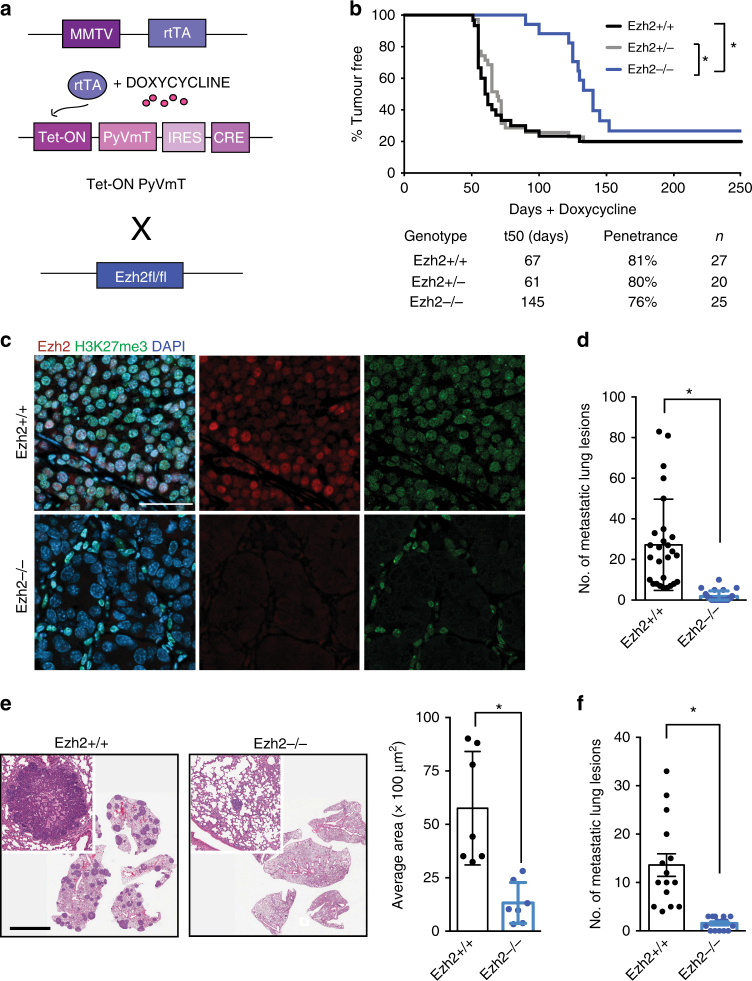
Loss of Ezh2 significantly alters breast cancer tumorigenicity. **a** Schematic of the transgenic mouse model. **b** Kaplan–Meier survival curve of mammary tumour onset in Tet-ON PyVmT mice with wild-type (Ezh2+/+, *n* = 27), heterozygous (Ezh2+/−, *n* = 20) or homozygous (Ezh2−/−, *n* = 25) Ezh2 conditional alleles. *p < 0.05, log rank test. **c** Immunofluorescence staining of endpoint Ezh2+/+ or Ezh2 −/− Tet-ON PyVmT tumours for Ezh2, H3K27me3 or the nuclear stain DAPI. Scale bar is 50 μm. **d** Average number of metastatic lung lesions from tumour burden endpoint Tet-ON PyVmT mice (Ezh2−/−, *n* = 25, Ezh2+/+, *n* = 27). *p < 0.05, Student’s two tailed *t*-test. **e** Representative images of hematoxylin and eosin stained sections of paraffin-embedded lungs from Tet-ON PyVmT mice at tumour burden endpoint. Scale bar is 5 mm. Average area of lung lesions per genotype. *p < 0.05, Student’s two tailed *t*-test. **f** Quantification of lung lesions following tail vein injections of freshly dissociated cells from Ezh2+/+ or Ezh2 −/− Tet-ON PyVmT tumours into athymic nude hosts. Mice were killed after 8 weeks and maintained on water supplemented with doxycycline for the duration of the experiment. *n* = 15 for each genotype. *p < 0.05, two tailed *t*-test

An important, clinically relevant feature of the PyVmT model is its capacity to metastasize to the lungs with high efficiency. Since complete ablation of *Ezh2* reduced tumour focality and proliferation (Supplementary Figure 1E–G), animals were killed at an endpoint defined by total tumour volume to confirm that metastatic phenotypes were exclusive of the reduced proliferative capacity of Ezh2-null tumours. Histological examination of lung tissue sections for the presence of metastatic lesions revealed that mice lacking Ezh2 exhibited a significant reduction in both the size and number of lesions (Fig. 1d, e). To further establish that the observed impact on metastasis was independent of differences in tumour burden and to gain insight into how loss of Ezh2 impairs the metastatic cascade, cells from freshly dissociated wild-type and Ezh2-null tumours were injected into the tail vein of athymic nude mice. Following 8 weeks of doxycycline induction, mice were killed and lungs were assessed. The results demonstrated that loss of Ezh2 significantly impairs the ability of cells to colonize the lung (Fig. 1f).

### Pharmacological H3K27me3 inhibition mimics genetic ablation

In light of our genetic studies indicating that loss of Ezh2 impairs metastasis, we wished to explore the clinical relevance of these observations further and establish whether they were directly related to the methyltransferase activity of Ezh2. Several pharmacological inhibitors developed to target PRC2 activity have already shown clinical response in early phase trials in leukaemia^16,17^. To test the hypothesis that Ezh2 is a druggable anti-metastatic target, we treated immune-competent mouse models reflective of different clinical situations with the Ezh2 methyltransferase inhibitor GSK-126^18^. Previous characterization of the Tet-ON PyVmT model has shown that neoplastic lesions in the mammary gland can rapidly form following induction with doxycycline for 2 weeks, with full progression to invasive adenocarcinoma with metastasis to the lungs occurring by 6 weeks of doxycycline administration. Thus, to recapitulate a neoadjuvant therapy scenario following the detection of an aggressive early breast cancer, we induced Tet-ON PyVmT mice with doxycycline for 2 weeks to allow for palpable lesions to form, and then treated mice with either GSK-126 or vehicle for 4 weeks to determine the effect on the progression of these lesions (Fig. 2a). The efficacy of GSK-126-mediated inhibition was confirmed by immunohistochemical analysis of H3K27me3 levels (Supplementary Figure 2A). Consistent with the genetic ablation of *Ezh2*, we observed a dramatic decrease in the induction of mammary hyperplasias and early adenomas (Supplementary Figure 2B) and a complete block in the formation of lung metastases in GSK-126-treated cohorts (Fig. 2b). To further support the concept that the anti-metastatic effect of GSK-126 was due to its effect on the tumour cells, we examined the presence of spontaneous metastatic lung lesions in cohorts of wild-type and Ezh2-null Tet-ON PyVmT mice induced with doxycycline for 6 weeks. In line with our observations using GSK-126, metastatic lung lesions were detectable in all wild-type Tet-ON PyVmT mice, but not observed in any of the Ezh2-null Tet-ON PyVmT mice (Fig. 2b).

**Fig. 2:**
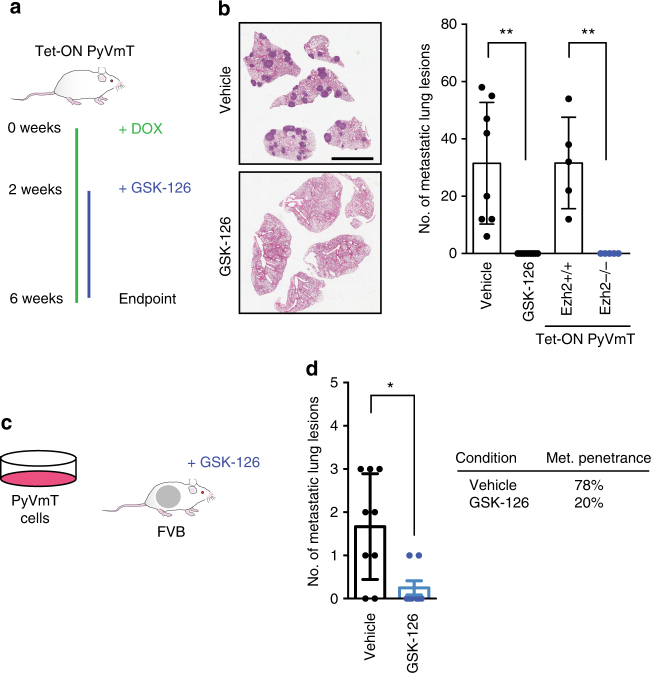
Pharmacological inhibition of Ezh2 methyltransferase inhibits metastasis in vivo. **a** Schematic of the preclinical model. **b** Representative images of hematoxylin and eosin stained paraffin-embedded lungs from mice treated with vehicle control (Captisol) or GSK-126 (150 mg/kg) via intraperitoneal injection, three times a week. Mice were killed after 6 weeks on water supplemented with doxycycline. Enumeration of metastatic lung lesions in drug treated cohorts as outlined in the schematic, or in Ezh2+/+ or Ezh2−/− Tet-ON PyVmT mice induced with doxycycline for 6 weeks. Scale bar is 5 mm. *p < 0.05, two tailed *t*-test. **c** Schematic of orthotopically injected PyVmT cells in an immune-competent FVB strain host. GSK-126 or Captisol vehicle control treatment commenced when tumours reached 5×5 mm. **d** Enumeration of lung lesions from mice treated with GSK-126 or vehicle for 24 days. *p < 0.05 **p < 0.01, two tailed *t*-test. Met. penetrance, penetrance of metastatic lung lesions

Given that Ezh2 has effects on both tumour initiation and metastasis in our model, we next determined whether GSK-126 administration can alter the metastatic potential of established PyVmT tumour cells. To accomplish this, PyVmT cells were orthotopically implanted into the mammary fat pad of immune-competent hosts, and allowed to grow to a palpable size, at which point mice were treated with GSK-126 or vehicle (Fig. 2c). The effect of loss of H3K27me3 due to GSK-126 administration on tumour growth was not significant, although there was a small but significant difference in the tumour mass at the experimental endpoint (Supplementary Figure 2C,D). However, like genetic ablation of *Ezh2*, GSK-126 treatment resulted in a dramatic reduction in metastatic burden (Fig. 2d). Considered together, these data suggest that the significant anti-metastatic effects of genetic or pharmacological targeting of Ezh2 in multiple models reflect a direct requirement for the catalytic activity of Ezh2 in facilitating dissemination of Luminal B breast cancer cells which is independent of the relatively minor effects on the growth of the primary tumour.

### Identification of a Foxc1-driven anti-metastatic cascade

To evaluate the effect of loss of Ezh2 on the transcriptome of PyVmT tumours, gene expression profiling of Ezh2-proficient and Ezh2-deficient Tet-ON PyVmT endpoint tumours was conducted (Fig. 3a). 

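RNA of 5 Ezh2−/− and 5 Ezh2+/+ tumours was hybridized to Affymetrix Mouse Gene ST arrays, with 1 array per tumour. In Tet-ON PyVmT mice, doxycycline induces the polyomavirus middle T oncogene together with Cre recombinase in the mammary epithelium, so that the cells that form the tumour also lose Ezh2, the methyltransferase of the PRC2 complex. RNA came from frozen tumours, in which fibroblasts, vessels and immune cells contribute beside the tumour cells. The Ezh2 signal was 6.42 ± 0.061 (SD, n = 5) in Ezh2−/− tumours and 7.46 ± 0.30 (SD, n = 5) in Ezh2+/+ tumours on the log2 scale. It lay between 6.36 and 6.50 in the Ezh2−/− tumours, all below the Ezh2+/+ tumours at 6.98 to 7.69. The log2 fold change was −1.03 (standard error 0.14, adjusted p = 0.000770 from limma). Whether the probes of Ezh2 lie in the deleted part of the gene is not known here, and cells other than the mammary epithelium keep the gene.
The authors turned the scans into gene-level normalized values in Affymetrix Expression Console, and neither the algorithm nor the log base is stated in the paper's text. The values lay between 0.595 and 13.2 and were taken as log2. Their median per array was 4.35 to 4.46 in Ezh2−/− tumours and 4.54 to 4.67 in Ezh2+/+ tumours, and no further scaling was applied. Of the probe sets, 23521 carried 1 gene symbol in the array's annotation, 1814 carried several and 16010 were not listed there. For each of 22180 genes, the probe set with 1 symbol and the highest mean over the 10 arrays was tested with limma, with two-sided p-values adjusted by the Benjamini-Hochberg method. The tests measure the spread between tumours, and the paper's text does not say whether each came from a different mouse. The number of arrays limits the precision. When values were drawn independently for each gene from its mean and spread, limma recovered 86 of 100 genes changed 2-fold and 38 of 100 changed 1.5-fold. The simulation changed 200 genes, fewer than passed on the real arrays, so the shares recovered there can differ.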

Ingenuity pathway analysis (IPA) was used to reveal functional pathways and functions activated in the absence of Ezh2. 

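Genes that guide growing axons were among those higher in Ezh2−/− tumours. Of 82 measured genes of axon guidance, 14 were higher, 2 were lower and 66 did not pass an adjusted p under 0.05 from limma (19 higher and 4 lower when adjusted over the list alone). Plxnd1, which encodes a semaphorin receptor, had a log2 fold change of 1.39 (standard error 0.25, adjusted p = 0.00512), and another plexin gene, Plxnc1, one of 0.82 (standard error 0.14, adjusted p = 0.00378). The semaphorin gene Sema4a rose by 0.69 on the same scale, and the adhesion molecule gene Chl1 and the netrin gene Ntn1 rose too. The lower members were Cntn1, a contactin gene, at −0.80 and Efna3, an ephrin gene, at −0.69. Camera with a preset correlation of 0.01 placed the list above the other genes (adjusted p = 0.00846), but not with an estimated correlation (adjusted p = 0.518), and fry gave an adjusted p of 0.120. The camera call was also lost after median centring of the arrays (adjusted p = 0.0783) and without the 40% dimmest genes (adjusted p = 0.161), and 6 members were higher under the methods' own test with adjustment, 27 after median centring, 9 without Ezh2−/− replicate 4, 9 without Ezh2+/+ replicate 5 and 25 without Ezh2−/− replicate 5.
Of 23 measured genes of fat cell differentiation and PPAR signalling, 4 were higher and 19 did not pass (7 higher when adjusted over the list alone). Under the methods' own test with adjustment 0 were higher, and after median centring 12. Pparg, the nuclear receptor that drives fat cell differentiation, rose by 0.97, its partner gene Rxra rose as well, and the lipase gene Pnpla2 rose by 0.51, a call that was lost after quantile normalization. Without single tumours, Pparg kept its call in 6 of 10 fits and Pnpla2 in 3. Car3, a carbonic anhydrase gene of fat and muscle, had the largest change of the list, at 3.76 (standard error 0.91, adjusted p = 0.0191), with 3 of 5 Ezh2−/− tumours above all Ezh2+/+ tumours. Camera gave an adjusted p of 0.000236, against an adjusted p of 0.518 with an estimated correlation. The list holds all 10 measured markers of adipocytes, whose median log2 fold change was 0.84. Markers of skeletal muscle, a tissue of the body wall beneath the mammary glands, had a median of 1.33. In limma and in the methods' own test with adjustment 0 of 14 passed, and 5 had an unadjusted p under 0.05 in limma. The members moved together across tumours (estimated correlation 0.943), so their median can rest on few tumours.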

The functional analysis uncovered a significant number of differentially regulated genes in Ezh2 knock-out tumours that were associated with cellular differentiation and axonal guidance (Supplementary Figure 3A).

**Fig. 3:**
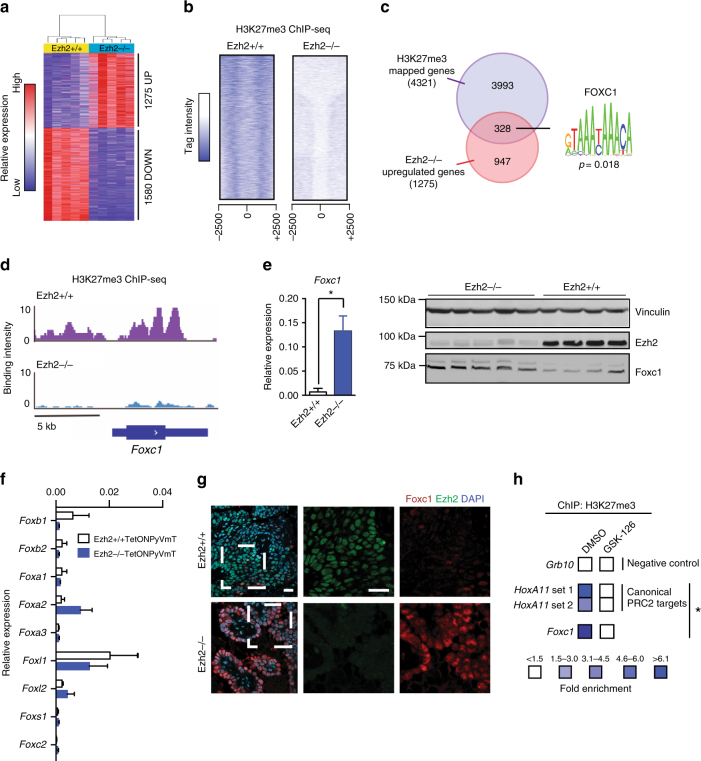
De-repression of Foxc1 following Ezh2 inhibition. **a** Hierarchical clustering of genes differentially expressed between Ezh2+/+ and Ezh2−/− Tet-ON PyVmt tumours (*n* = 5) using *p* < 0.05 and fold change > 1.5 cutoff. Red and blue indicate high and low expression of genes, respectively. **b** Heatmaps of signal intensity illustrating H3K27me3 ChIP-seq genomic mapping in a window of ±2.5 kb identified in Ezh2+/+ and Ezh2−/− Tet-ON PyVmt tumours. **c** Overlap between differentially upregulated genes in Ezh2−/− endpoint Tet-ON PyVmT tumours and genes identified by ChIP-seq to be targeted by H3K27me3. **d** Differential H3K27me3 levels in the upstream promoter region of *Foxc1* in Ezh2+/+ vs. Ezh2−/− endpoint Tet-On PyVmT tumours. Image from the IGV browser. **e** Left- Significant upregulation of *Foxc1* mRNA in Ezh2−/− Tet-ON PyVmT endpoint tumours compared to wild-type tumours. Right- Immunoblot of Ezh2+/+ or Ezh2−/− Tet-ON PyVmT endpoint tumours for Foxc1 and Ezh2 levels. Vinculin loading control. *p < 0.05, two tailed *t*-test. **f** qRT-PCR screen of Forkhead box family members in tumours lacking Ezh2. **g** Immunofluorescence staining of Foxc1 and Ezh2 in endpoint Ezh2+/+ or Ezh2−/− Tet-ON PyVmT tumours. Scale bars are 50 μm. **h** Chromatin immunoprecipitation enrichment of H3K27me3 at canonical PRC2 targets and the *Foxc1* promoter in DMSO treated PyVmT cells which is lost in GSK-126 treated cells. *p < 0.05, two tailed *t*-test

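Over all genes tested, 1617 were higher and 1676 lower in Ezh2−/− tumours at an adjusted p under 0.05 from limma. At the study's thresholds, with each gene counted 1 time, 1227 genes were higher and 1019 lower. The genes named next had the largest changes among those that passed and whose genotypes did not overlap, with predicted genes, clones, pseudogenes, small RNAs and immune receptor segments left out. Tspan8, a tetraspanin gene, had a log2 fold change of 3.14 (standard error 0.61, adjusted p = 0.00729) and Pinc, a noncoding RNA of the mammary gland, one of 2.98 (standard error 0.28, adjusted p = 5.88e-05). The matrix genes Lum, Col3a1 and Col1a1 rose by 2.57, 2.13 and 1.90. Ltf, which encodes lactoferrin, rose by 2.56, Brinp1, a gene of the nervous system, by 2.29, the phospholipase gene Pla2g4a by 2.01, the sodium channel gene Scnn1b by 1.86, C1qtnf3 by 1.84 and Chil1 by 1.83. Ankrd23, a gene of striated muscle, rose by 1.82, and its call was lost when Ezh2−/− replicate 1, 2 or 5 or any single Ezh2+/+ tumour was left out. All were picked among genes without overlap, so the separation of their genotypes is no further evidence.
The falls were of another kind. The level of Pla2g10os, a transcript antisense to a phospholipase gene, was 2.10 ± 0.20 (SD, n = 5) in Ezh2−/− and 7.54 ± 0.64 (SD, n = 5) in Ezh2+/+ tumours, a log2 fold change of −5.44. By the same rule, the next falls, from −3.43 to −2.09, were in the vomeronasal receptor genes Vmn1r129, Vmn1r103, Vmn1r91 and Vmn1r94 and in Btbd35f17, Btbd35f1, BC061237, AY358078, Zfp972, Speer4b and Speer4c, several of which belong to families of similar copies that may share probes. Of the lower genes, 1131 were among the 8872 dimmest genes, where 132 were higher. Among the brighter genes 1485 were higher and 545 lower. Olfactory receptor genes, which serve sensory neurons of the nose, made up 271 of the lower genes out of 1105 measured (171 after quantile normalization and 186 after median centring, where 58 were higher, against 3 as deposited), and their mean level per array was at most 2.72 in Ezh2−/− and at least 2.89 in Ezh2+/+ tumours. The genotypes did not overlap in 2591 genes (11.7%, where chance gives 0.794%). The first principal component of all genes held 40.9% of the variance and parted the genotypes (exact two-sided permutation test, p = 0.00794, the smallest that 252 regroupings allow).
The balance of higher and lower genes depended most on median centring among the scalings of the arrays. Of the genes that passed, 49.1% were higher as deposited, 60.3% after quantile normalization, 52.3% after cyclic loess, chosen after seeing the data, and 84.9% after median centring, which moved the median log2 fold change of all genes to 0.199. The number of genes higher was 1049, 875, 1063, 748 and 2519 without Ezh2−/− replicates 1 to 5 in turn and 824 without Ezh2+/+ replicate 5, and the number lower was 1085 and 983 without Ezh2−/− replicates 2 and 4 and 1044 without Ezh2+/+ replicate 5.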

Notably, Ezh2 has been reported to be necessary for epithelial to mesenchymal transformation (EMT), a process thought to be critical for metastatic disease progression^19^. However, functional enrichment analysis using IPA identified EMT as a biological pathway upregulated in Ezh2-null Tet-ON PyVmT tumours (Supplementary Figure 3A), suggesting that a block in EMT is unlikely to explain the impaired metastatic capacity of these tumour cells. 

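Mesenchymal genes of EMT were in part higher in Ezh2−/− tumours, while epithelial genes did not pass the test. Of 26 measured mesenchymal genes, 10 were higher and 16 did not pass an adjusted p under 0.05 from limma (17 higher when adjusted over the list alone, 7 under the methods' own test with adjustment over all genes and 18 after median centring). Snai2 and Zeb1, which encode repressors of epithelial genes, had log2 fold changes of 0.89 (standard error 0.17, adjusted p = 0.00633) and 0.59 (standard error 0.12, adjusted p = 0.0101). The receptor tyrosine kinase gene Axl rose by 0.77 and Mmp2, which encodes a gelatinase, by 1.73, and in all 4 genes each Ezh2−/− tumour lay above each Ezh2+/+ tumour. These 4 were picked by the smallest p in the list, so their separation is no further evidence. Of 24 epithelial genes, 0 passed in limma or in the methods' own test with adjustment. In limma 3 had an unadjusted p under 0.05, and 3 were higher after median centring. The keratin genes Krt8 and Krt18 had log2 fold changes of −0.30 (adjusted p = 0.0867) and −0.33 (adjusted p = 0.142), and the epithelial transcription factor genes Ehf and Elf3 of 0.52 (adjusted p = 0.133) and 0.40 (adjusted p = 0.172).
Markers of fibroblasts, which share 0 genes with the mesenchymal list, were in part higher too. Of 16 measured, 7 were higher and 9 did not pass (12 higher when adjusted over the list alone, 3 under the methods' own test with adjustment over all genes and 12 after median centring), with Pdgfra and Thy1, which encode surface proteins of fibroblasts, at 1.43 and 1.00. The median log2 fold change was 0.86 for the fibroblast markers and 0.54 for the mesenchymal list. Camera gave adjusted p = 4.46e-06 and adjusted p = 8.33e-07, against adjusted p = 0.333 for each with an estimated correlation.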

To independently validate the pathways identified by IPA, we also used Gene Set Enrichment Analysis (GSEA) to analyse our microarray data set. Similar to the IPA analysis, GSEA identified upregulation of pathways related to ECM organization and Axon Guidance in Ezh2−/− tumours (Supplementary Figure 3B).

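Extracellular matrix genes were among those higher in Ezh2−/− tumours. Of 72 measured, 35 were higher, 1 was lower and 36 did not pass an adjusted p under 0.05 from limma (54 higher and 1 lower when adjusted over the list alone). Besides the fibrillar collagens, the log2 fold change was 1.37 (standard error 0.20, adjusted p = 0.00160) for the collagen gene Col6a3 and 1.78 (standard error 0.29, adjusted p = 0.00280) for Loxl1, which encodes a crosslinking enzyme of elastic fibres. The lower member was the collagen gene Col10a1 at −0.65, a call that was lost after quantile normalization or median centring. Of 28 genes named in Supplementary Figure 3B, 27 were measured and 19 of these were higher, but the study picked them on these tumours, so their count is not independent evidence. Of 20 genes of matrix metalloproteinases and their inhibitors, 7 were higher, 1 was lower and 12 did not pass (8 higher and 1 lower when adjusted over the list alone). The inhibitor genes Reck, Timp1 and Timp3 rose by 0.91, 0.87 and 0.84, and Timp4, at −0.55, was the lower member, a call lost under the same scalings and kept in 3 of 10 fits without a single tumour.
Of 20 integrin genes, 5 were higher and 15 did not pass (5 higher when adjusted over the list alone). Itgb5 rose by 0.85 and Itga8 by 1.02, and Itgb8, Itgb2 and Itgb3 rose by 0.77, 0.65 and 0.94 but did not pass after quantile normalization and kept their calls in 4, 4 and 3 of 10 fits without a single tumour. Of 33 genes of glycosaminoglycans, the sugar chains of matrix proteoglycans, 9 were higher and 24 did not pass (12 higher when adjusted over the list alone), with the enzyme genes Dse at 0.94, Xylt2 at 0.74 and Chpf at 0.66. Camera gave adjusted p = 4.34e-14 for the matrix list, 0.00148 for glycosaminoglycans, 0.00254 for integrins and 0.100 for metalloproteinases. With an estimated correlation, the matrix and glycosaminoglycan lists had an adjusted p of 0.333 and the other lists an adjusted p of 0.518. Under the methods' own test with adjustment and after median centring, the members higher were 2 and 8 for metalloproteinases, 2 and 6 for integrins and 4 and 14 for glycosaminoglycans, and the camera call for integrins was lost without the 40% dimmest genes.
Markers of other cell types of the tumour were in part higher too. Beside the fibroblast markers, 10 of 18 endothelial markers were higher (15 when adjusted over the list alone), with a median of 0.65, and the vessel genes Tek and Erg rose by 1.01 and 0.96. Of 15 macrophage markers, 3 were higher (8 when adjusted over the list alone), with a median of 0.56: Csf1r at 0.92, C1qc at 0.76 and Adgre1 at 0.95. C1qc did not pass after quantile normalization, and neither C1qc nor Adgre1 passed under the methods' own test with adjustment or after cyclic loess, chosen after seeing the data. Camera gave adjusted p = 8.27e-07 for endothelial and 0.000815 for macrophage markers, against adjusted p = 0.333 and 0.518 with an estimated correlation. Under the methods' own test with adjustment and after median centring, the members higher were 4 and 16 for endothelial and 1 and 9 for macrophage markers. The muscle actin gene Acta1 reached 11.1 and 9.87 in Ezh2−/− replicates 1 and 5, against at most 6.94 in Ezh2+/+ tumours. The number of matrix genes higher was 15 under the methods' own test with adjustment, 19 without Ezh2−/− replicate 4, 22 without Ezh2+/+ replicate 3 and 53 after median centring.

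**Figure D1:**
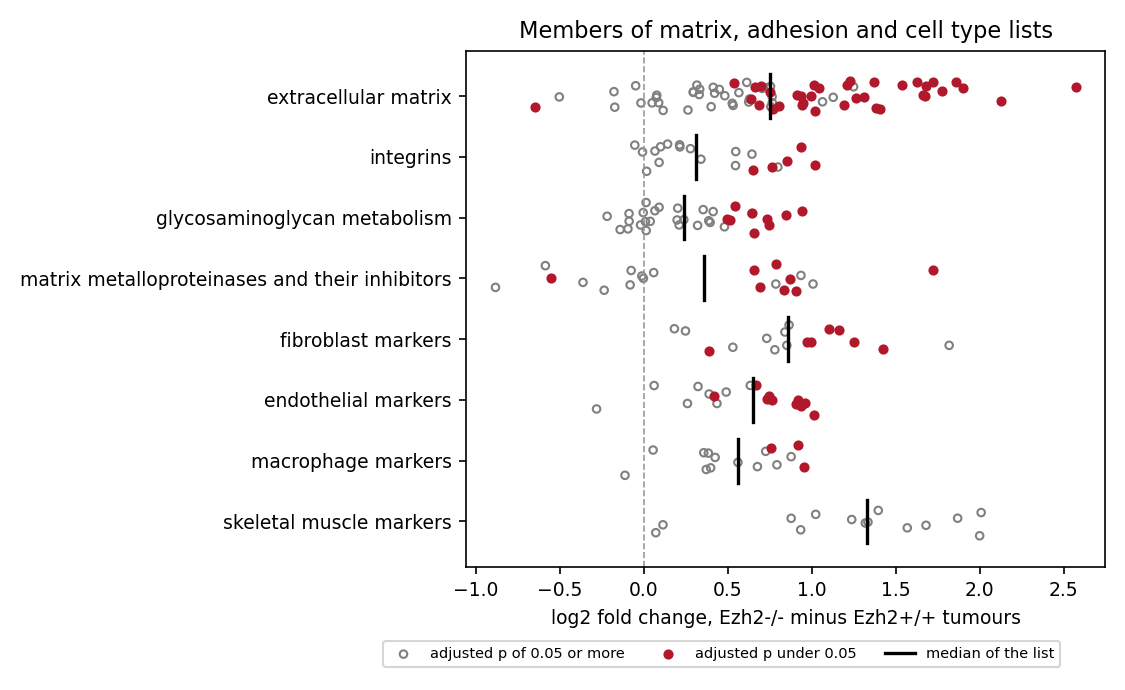
Log2 fold change (Ezh2−/− minus Ezh2+/+ tumours, horizontal axis) of each measured gene in lists of matrix and adhesion genes and of cell type markers, 1 list per line. Filled points passed an adjusted p under 0.05 from limma, open points did not, and the black bar is the median of the list, which is 0.75 for the extracellular matrix and 0.86 for fibroblast markers.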

We speculated that the metastatic impairment observed might be due to the activation of novel transcriptional programs in the absence of Ezh2-mediated repression. To explore this idea, we performed chromatin immunoprecipitation coupled with deep sequencing (ChIP-seq) of H3K27me3 on endpoint tumours. As anticipated, we observed a global decline in binding peak events across the genome including at the transcriptional start sites of genes in Ezh2-null tumours (Fig. 3b and Supplementary Figure 3C). Next, we intersected our transcriptomic and ChIP-seq data sets to identify genes directly regulated by Ezh2. Our cross-examination revealed that ~22% of differentially upregulated genes in Ezh2-null Tet-ON PyVmT tumours were H3K27me3 targets (Fig. 3c). Interestingly, these genes clustered into pathways associated with motility, neuronal identity and tissue morphogenesis (Supplementary Figure 3D).

Based on our hypothesis that Ezh2 silences anti-metastatic transcriptional programs in PyVmT tumours, we proceeded to identify potential regulatory factors involved in activating these programs. To this end, we performed transcription factor motif enrichment analysis of the subset of genes with elevated expression in Ezh2-null tumours that also underwent loss of H3K27me3 from their promoter regions. Using several curated databases queried by the Enrichr web interface, or the motif search function of the HOMER computational suite of tools, we first demonstrated that PRC2 components were predicted to be upstream of the 328 overlapping genes in this set, confirming their status as PRC2 target genes (Supplementary Figure 3E). These bioinformatic analyses also identified several potential transcriptional activators that could drive the expression of de-repressed PRC2 target genes in Ezh2-deficient tumours (Supplementary Figure 3F). Among transcription factors predicted to bind the promoters of these genes and regulate their expression, the candidate master regulatory factor Forkhead Box C1 (Foxc1) was of specific interest, because it was the only candidate factor that appeared in multiple analyses, and the only candidate significantly upregulated in our Ezh2−/− endpoint tumours (Supplementary Figure 3F). 

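Foxc1 was higher in all 5 Ezh2−/− tumours than in any Ezh2+/+ tumour. Its level was 8.20 ± 0.24 (SD, n = 5) in Ezh2−/− and 7.43 ± 0.30 (SD, n = 5) in Ezh2+/+ tumours, a log2 fold change of 0.76 (standard error 0.16, adjusted p = 0.0103 from limma). Of 9 other factors named in Supplementary Figure 3F, 3 were higher and 6 did not pass. Mef2c, a MADS box factor gene, had a log2 fold change of 1.10 (standard error 0.17, adjusted p = 0.00256), the retinoid receptor gene Rxra one of 0.77 (standard error 0.18, adjusted p = 0.0166) and Sox9, a factor gene of progenitor cells, one of 1.30 (standard error 0.31, adjusted p = 0.0182). All 5 Ezh2−/− tumours lay above all Ezh2+/+ tumours for Mef2c and Rxra, and 4 of 5 did for Sox9. The genes of the PRC2 subunits Eed and Suz12 had log2 fold changes of −0.060 (adjusted p = 0.731) and 0.10 (adjusted p = 0.642), and that of the PRC2 accessory factor Mtf2 one of 0.22 (adjusted p = 0.196). Mef2a was at 0.17 (adjusted p = 0.360), Tfap2a at 0.081 (adjusted p = 0.840) and Smad4 at 0.12 (adjusted p = 0.394). The signs for Suz12 and Tfap2a turned after quantile normalization and that for Eed after median centring. At the study's own thresholds, which use no adjustment, 3 of the 9 factors passed under the methods' own test, Mef2c, Rxra and Sox9. With the adjustment added, 1 of them passed, Mef2c, and Foxc1 passed too (adjusted p = 0.0361). The paper singles out Foxc1 as the only candidate that recurred across its analyses and the only one with a significant rise. On these arrays Mef2c, Rxra and Sox9 were higher too in limma.

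**Figure D2:**
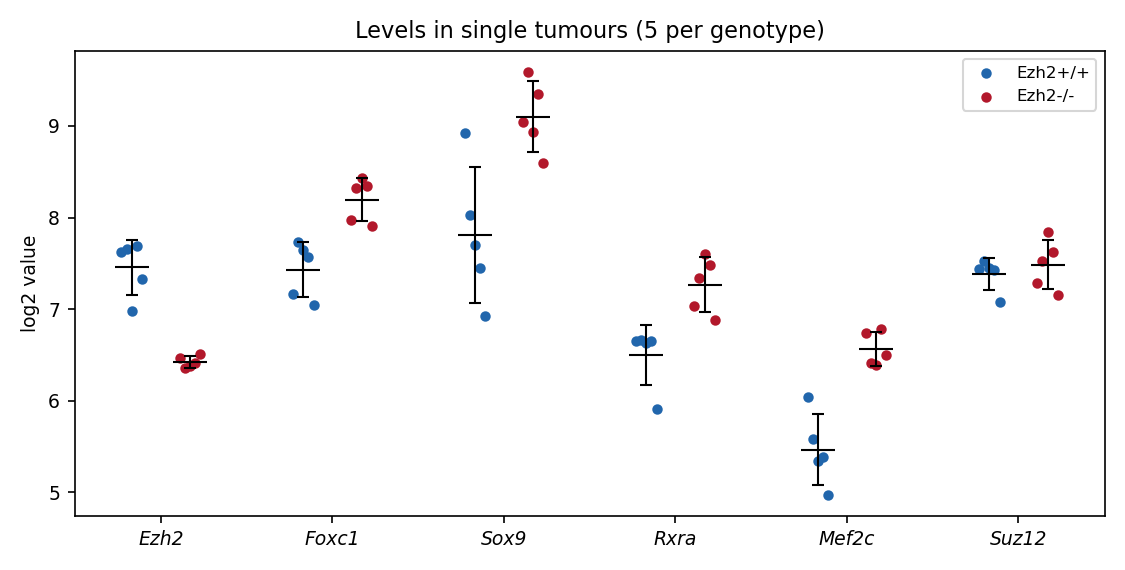
Log2 signal (vertical axis, not starting at 0) of Ezh2 and 5 other genes in single Ezh2+/+ (blue) and Ezh2−/− (red) tumours, with the mean and SD of 5 tumours as bars. For Foxc1 the Ezh2−/− tumours lie between 7.91 and 8.43 and the Ezh2+/+ tumours between 7.05 and 7.73.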

By interrogation of our ChIP-Seq data to identify genes losing H3K27me3 in Ezh2−/− compared to Ezh2+/+ tumours, we confirmed that Foxc1 is directly targeted by Ezh2-mediated H3K27me3 (Fig. 3d). We further confirmed Foxc1 upregulation in the epithelial compartment of Ezh2-null tumours by qPCR and immunoblotting (Fig. 3e). Of note, tumours lacking Ezh2 did not have altered expression of other Forkhead box family members (Fig. 3f). Consistent with the notion that *Foxc1* was a target of transcriptional silencing by Ezh2, immunofluorescence revealed that Ezh2 and Foxc1 did not co-localize in endpoint Tet-ON PyVmT tumours (Fig. 3g). As observed with the genetic loss of Ezh2, inhibition of Ezh2 activity with GSK-126 resulted in a specific increase in *Foxc1* transcript levels (Supplementary Figure 3G) coinciding with loss of H3K27me3 in the promoter region of *Foxc1* determined by ChIP-qPCR (Fig. 3h).

Given that Foxc1 is a transcription factor that can independently regulate its own target genes, we next assembled a set of 23 putative Foxc1 target genes (derived from the JASPAR database) that were both upregulated in the Ezh2−/− mice and enriched for H3K27me3 binding in the ChIP-Seq data set (Fig. 4a). 

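Putative Foxc1 targets were among the genes higher in Ezh2−/− tumours. Of the 13 genes of Supplementary Table 1, 12 were measured on probe sets of 1 gene, and 10 of these were higher at an adjusted p under 0.05 from limma (12 when adjusted over the list alone, and 7 under the methods' own test with adjustment over all genes). The study chose the genes because they were higher in these tumours, so the counts are not independent evidence of their direction. Brinp1, which has the older name Dbc1, had the largest change, with a log2 fold change of 2.29 (standard error 0.14, adjusted p = 2.26e-06). Dbc1 is also a synonym of Ccar2, which was at 0.16 (adjusted p = 0.456). Of the genes of the matrix and of adhesion, Col4a6 rose by 0.94, Col15a1 by 0.70, Ltbp4, whose protein binds latent TGF-beta, by 0.95 and Chl1 by 1.53. Pde3b, a phosphodiesterase gene, rose by 1.31, Chn1 by 0.87, the exchanger gene Slc9a9 by 0.85, Slfn5 by 0.96 and Slc35f2 by 0.62. Col15a1 kept its call in 2 of 10 fits without a single tumour. Dock8 and Pcdhb16 did not pass, at 0.78 (adjusted p = 0.0627) and 0.66 (adjusted p = 0.0702). Rgma was present on a probe set of several genes and has no value here.
Of 10 further genes shown in Fig. 4a, 8 were higher. Pcdhb2, a protocadherin gene, rose by 1.14, Arhgap24 and Dock10 by 0.88 and 0.70, Ntn1 by 0.82, Trak1 by 0.84, Prkag2, which encodes a subunit of AMP-activated kinase, by 0.76 and Cpeb1 by 0.67. Plec, the plectin gene, rose by 0.78, did not pass after quantile normalization and kept its call in 3 of 10 fits without a single tumour. The glycosylation enzyme genes Man1c1 and Galnt9 did not pass, at 0.75 (adjusted p = 0.0541) and 0.83 (adjusted p = 0.0576). At the study's own thresholds, 22 of 22 measured genes of Fig. 4a were higher. The study picked them as higher on these tumours, so this count restates that choice. Camera gave the genes of Supplementary Table 1 an adjusted p of 9.98e-09, against an adjusted p of 0.266 with an estimated correlation. For the same reason these values are not independent evidence of a rise. Of the 10 further genes, 4 passed under the methods' own test with adjustment, 5 without the 40% dimmest genes and 5 without Ezh2−/− replicate 4.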

Then, to understand the pathways downstream of the identified Foxc1 targets, we used Gene Ontology (GO) terms to organize Foxc1 targets found upregulated in the context of Ezh2 deletion (Fig. 4b). Several of these genes clustered with cellular processes related to neuronal function and ECM organization, and were reflective of the primary programs identified by IPA and GSEA in the broader Ezh2−/− upregulated gene set (Supplementary Figure 3,A,B). Interestingly, the overexpression of several of these targets has been reported to be anti-metastatic. The ECM matrix components *Col4a6*^20^ and *Col15a1*^21^ maintain basement membrane integrity to prevent tumour migration, and are lost prior to tumour invasion. Facilitators of axon guidance and cell adhesion *Slfn5*^22^, *Rgma*^23,24^ and *Chl1*^25^ are also downregulated during breast cancer progression. To determine whether the effects of *Foxc1* de-repression could be recapitulated pharmacologically, we validated the transcriptional upregulation of 13 Foxc1 target genes following treatment with GSK-126 (Fig. 4c). Next, we used ChIP-qPCR to validate that Foxc1 is indeed recruited to these targets upon global reduction of H3K27me3 in the absence of Ezh2 methyltransferase activity. Foxc1 occupancy in the promoter regions of a subset of putative Foxc1 targets (*Rgma, Chl1, Slc9a9, Col15a1*) was confirmed only in the presence of GSK-126 (Fig. 4d).

**Fig. 4:**
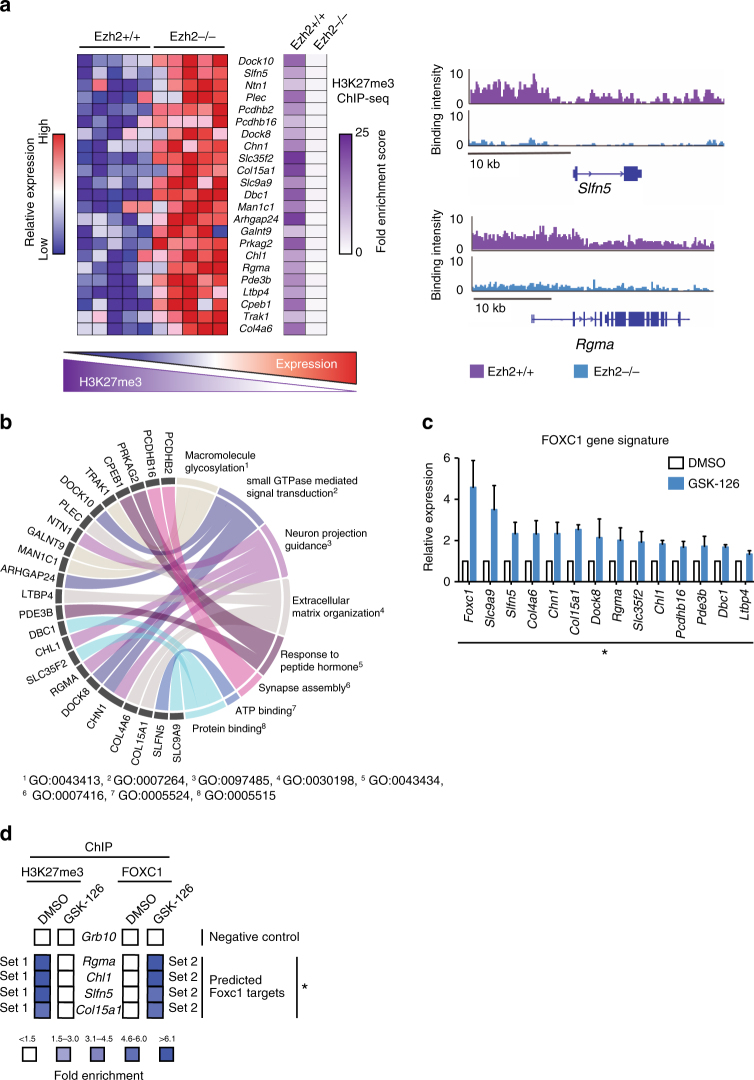
Identification of anti-metastatic targets repressed by Ezh2. **a** Increased expression of Foxc1 predicted target genes coincides with reduced H3K27me3 enrichment status in Ezh2−/− versus Ezh2+/+ tumours. Right panel shows a comparison of H3K27me3 binding intensity between Ezh2+/+ and Ezh2−/− tumours for two known targets of FOXC1 activation, taken from the IGV browser. **b** Chord diagram of upregulated Foxc1 targets and their associated GO Biological Terms. The ChIP experiment is reflective of three different PyVmT cell lines. **c** Quantitative RT-PCR analysis of Foxc1 targets in PyVmT cells treated with GSK-126 (2 μM for 72 h) or DMSO (vehicle). Data is an average of experiments performed in three different PyVmT cell lines. *p < 0.05 (**d**) Chromatin immunoprecipitation of H3K27me3 or Foxc1 in the presence or absence of Ezh2-mediated H3K27me3 profiles. Three different PyVmT cell lines were treated with or without GSK-126 (2 μM, 72 h) or DMSO. Specific primers to detect binding by H3K27me3 and Foxc1 were designed. *p < 0.05, two tailed *t*-tests

### Functional validation of Foxc1 anti-metastatic capacity

Many of the validated downstream targets of Foxc1 exert their anti-metastatic effects through impairment of cellular motility and invasiveness. Thus, to test the contribution of Foxc1 to the metastatic cascade, we generated PyVmT cells stably expressing Foxc1 and assayed invasiveness. Interestingly, while ectopic expression of Foxc1 significantly impaired the ability of cells to invade across a basement membrane matrix (Fig. 5a, Supplementary Figure 4A), it did not alter cellular proliferation (Fig. 5b). In addition, the capacity of cells to colonize the lung was also dramatically diminished upon exogenous Foxc1 expression (Fig. 5c). Given these results, we sought to ascertain the extent of the contribution of Foxc1 to the metastatic defect induced by global reduction of H3K27me3 profiles. To this end, lentiviral-mediated RNA interference was used to knock-down expression of *Foxc1* in PyVmT cells, which were then treated with GSK-126 or DMSO (vehicle). Expression of shRNAs targeting *Foxc1* significantly blunted the de-repression of Foxc1 by Ezh2 inhibition (Fig. 5d, Supplementary Figure 4B). Remarkably, the loss of Foxc1 almost completely restored the invasiveness of the GSK-126-treated cells to the level of control cells (Fig. 5d) indicating that transcriptional repression of *Foxc1* is a critical molecular component of the pro-metastatic effect facilitated by H3K27me3-mediated silencing.

**Fig. 5:**
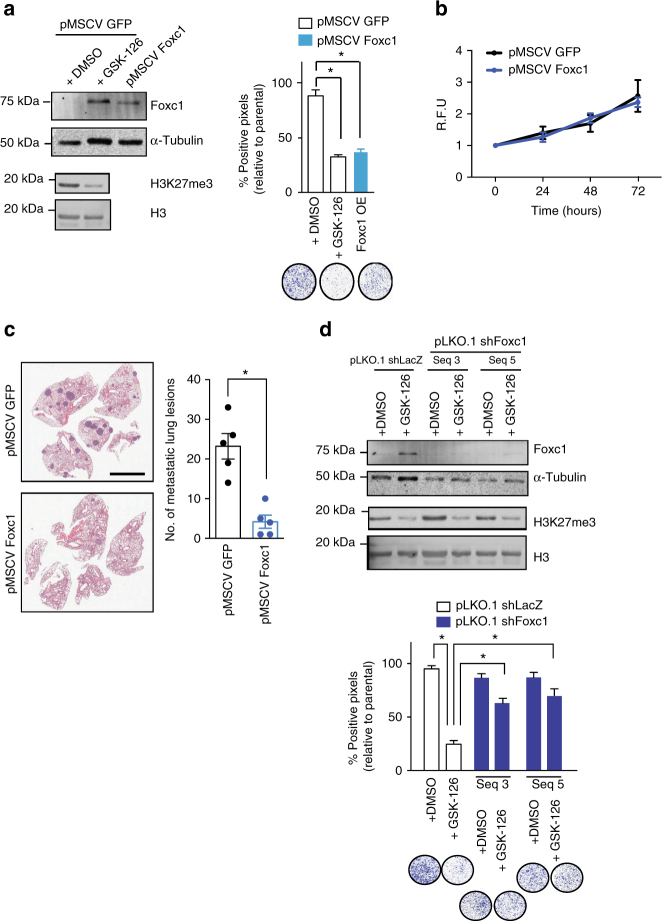
Ectopic expression of Foxc1 alters invasion but not proliferation. **a** Transwell invasion assay of PyVmT cells expressing exogenous Foxc1 or GFP. Experiments were performed three times, and results are displayed relative to untreated parental cell. *p < 0.05, Student’s two tailed *t*-tests. **b** CyQUANT assay measuring cellular proliferation of PyVmT cells expressing exogenous GFP or Foxc1. R.F.U relative fluorescence units. Data were normalized to the fluorescence values at time = 0. **c** Enumeration of lung lesions following the injection of PyVmT cells expressing exogenous Foxc1 or GFP in the tail vein of athymic nude mice. *p < 0.05, Student’s two tailed *t*-tests. Scale bar is 5 mm. **d** Left: Representative immunoblot showing Foxc1 expression in cells stably transduced with a control shRNA (shLacZ) or two independent shRNAs targeting *Foxc1* and treated with DMSO or GSK-126 (2 μM for 72 h). α-Tubulin was used as a loading control. Right: Transwell invasion assay of PyVmT cells infected with shRNA targeting LacZ (control) or two different sequences targeting Foxc1. Cells were pre-treated with DMSO or GSK-126 (2 μM) for 72 h and assayed for their capacity to invade through Matrigel. All assays were performed in triplicate. *p < 0.05, Student’s two tailed *t*-tests

### Differential association of elevated FOXC1 across subtypes

Having established that FOXC1 can drive an anti-metastatic program, we sought to confirm the relevance of this finding in a clinical context using both publicly available breast cancer patient data sets and human patient specimens.

To validate the relationship between EZH2 and FOXC1, we first quantified FOXC1 protein levels in 20 Luminal B patient tumour samples via immunofluorescence staining of breast tissue biopsies. We confirmed significant positive correlation with matched *FOXC1* mRNA expression levels (*r* = 0.57, *p* = 0.004) (Fig. 6a and Supplementary Figure 5A). Importantly, we observed an inverse correlation between EZH2 and FOXC1 protein levels in this Luminal B cohort (Fig. 6b). This observed mutual exclusivity supported the mechanism of EZH2-mediated FOXC1 repression in Luminal B breast cancer.

**Fig. 6:**
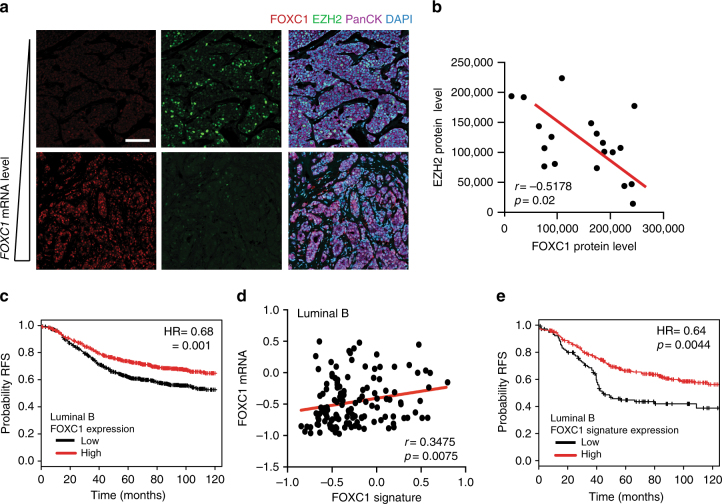
Breast Cancer subtype specificity of the EZH2/FOXC1 metastatic axis. **a** Representative images of formalin fixed paraffin-embedded tissue samples from human Luminal B tumours stained for FOXC1 and EZH2. Scale bar is 100 μm. **b** Significant negative correlation between FOXC1 transcript levels and EZH2 protein levels (Total intensity) quantified by immunofluorescence in human Luminal B patient samples (*r* = −0.52, *p* = 0.02). Eight different fields taken with a ×20 objective were quantified per sample. **c** Kaplan–Meier survival curve of relapse-free survival (RFS) of 1142 luminal B tumours with high or low FOXC1 (log rank *p* = 0.001). **d** Correlation between *FOXC1* mRNA levels and the FOXC1 Signature in a cohort of 385 Luminal B patients from publicly available TCGA Breast Cancer data set. **e** Kaplan–Meier analysis of relapse-free survival of 1142 Luminal B tumours with high or low FOXC1 gene signature expression (log rank *p* = 0.0044). RFS relapse-free survival

To next address the prognostic value of FOXC1 levels across different subtypes, we interrogated a large breast cancer clinical data set available through KM plotter^26^. We observed that higher expression of *FOXC1* was associated with increased relapse-free survival in Luminal B patients (Fig. 6c), but not in BLBC (Supplementary Figure 5B). Interestingly, there was a trend towards increased relapse-free survival in HER2+ patients with increased *FOXC1* levels, and a significantly increased probability in Luminal A patients (Supplementary Figure 5,C,D). Taken together, these data suggested that FOXC1 plays a tumour suppressive role in non-BLBC subtypes and we hypothesized that the previously identified FOXC1 targets might facilitate this anti-metastatic program. To confirm this hypothesis, we interrogated the TCGA database using the previously validated FOXC1 13-gene signature (Fig. 4b). As expected, our analysis identified a positive correlation between *FOXC1* transcript levels and the FOXC1 multi-gene signature in Luminal B patients (Fig. 6d) as well as the HER2+ and Luminal A subtypes, but not in the BLBC cohort (Supplementary Figure 5E–G). This observation for BLBC patients is consistent with previous findings, as *FOXC1* has gained notoriety in breast cancer as a key marker for BLBC^27^ dictating aggressiveness of the subtype through various mechanisms^28^. Hence, activation of an anti-metastatic gene signature by FOXC1 would not be expected in this subtype.

To establish the prognostic importance of the FOXC1 gene signature, we revisited KM plotter to analyse the effect of the FOXC1 signature levels across different breast cancer subtypes. Interestingly, higher expression of the FOXC1 signature conferred a significantly greater probability of relapse-free survival in only the Luminal B (Fig. 6e) and HER2+ breast cancer patients (Supplementary Figure 5H, I).

### EZH2-mediated metastasis suppression is Luminal B specific

While FOXC1 may operate as an anti-metastatic factor in non-BLBC breast cancer subtypes, it was unclear if EZH2-mediated repression of an anti-metastatic program through suppression of FOXC1 was subtype-specific. To explore this, we first analysed *EZH2* and *FOXC1* transcript levels in a large cohort of breast cancer patient data from The Cancer Genome Atlas (TCGA) database. Notably, we observed that higher levels of *EZH2* mRNA reads coincided with lower levels of *FOXC1* read counts only in the Luminal B and HER2+ subtypes (Fig. 7a). Given that we observed this inverse association in both Luminal B and HER2+ patient samples, next we examined whether EZH2-mediated H3K27me3 repression of *FOXC1* was unique to the Luminal B subtype. First, we treated a panel of human breast cancer cell lines representing four different molecular subtypes with GSK-126. Subsequent analysis of transcript levels demonstrated that only the Luminal B cell lines showed significant upregulation of *FOXC1* upon reduction of global H3K27me3 levels (Supplementary Figure 6A). To confirm the subtype-specific anti-metastatic capacity of FOXC1, we exogenously expressed FOXC1 in two different Luminal B human breast cancer cell lines and assayed invasiveness via a Boyden chamber assay. As with PyVmT cells, we found that FOXC1 significantly suppressed invasion in these human Luminal B cell lines (Supplementary Figure 6B). Conversely, we also confirmed that FOXC1 depletion could rescue reduced invasiveness mediated by administration of GSK-126 in two separate human Luminal B breast cancer cell lines in vitro (Supplementary Figure 6C).

**Fig. 7:**
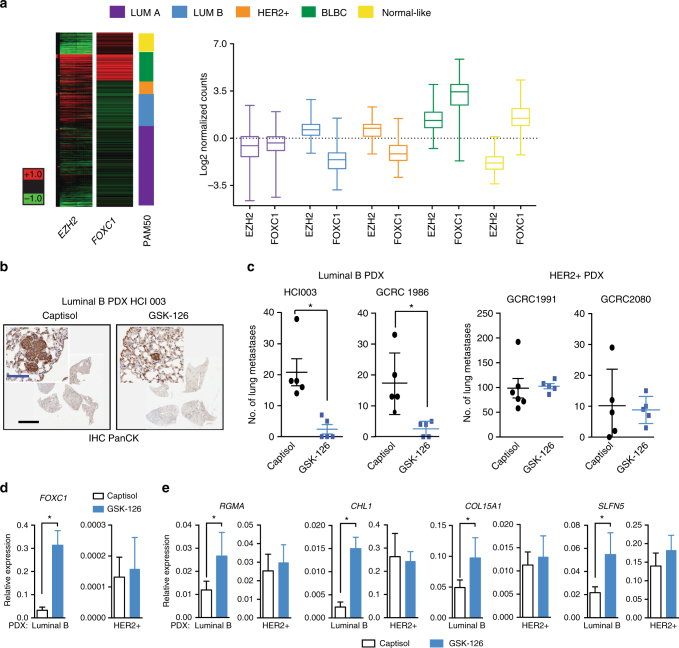
Inhibition of Ezh2 methyltransferase activity reduces the metastatic capacity of Luminal B but not HER2 breast cancer. **a** *FOXC1* or *EZH2* transcript levels across different PAM50 subtypes of breast cancer represented in a heat map. Turkey box plots showing median EZH2 or FOXC1 levels across different breast cancer subtypes. Data is from the TCGA Breast Cancer data set, publicly accessible via the XENA UCSC Cancer Genome Browser. Dotted Red outline denotes Luminal B subset. Normal-like (yellow), *n* = 119, EZH2 s.d = 0.72, mean = 1.54, FOXC1 s.d = 1, mean = −1.64. BLBC (green), *n* = 142, EZH2 s.d = 0.81, mean = 1.3, FOXC1 s.d = 1,27, mean = 3.18. HER2 (orange), *n* = 67, EZH2 s.d = 0.73, mean = 0.63, FOXC1 s.d = 0.84, mean = −1.13. Luminal A (purple), *n* = 434, EZH2 s.d = 1.08, mean = −0.64, FOXC1 s.d = 0.83, mean = −0.44. Luminal B (blue) *n* = 194, EZH2 s.d = 0.65, mean = 0.60, FOXC1 s.d = 0.89, mean = −1.64. Whiskers for the plots signifiy s.d, while the bar denotes the mean for each subtype. **b** Representative images of paraffin-embedded sections of lung stained with pan cytokeratin (pan CK). Lung lesions were identified by pan CK positivity and enlarged nuclei. Top scale bar is 200 μm. Bottom scale bar is 5 mm. **c** Quantification of lung lesions following the implantation of Luminal B PDX (HCI003) or HER2+ PDX (GCRC1991) into the mammary fat pad, followed by treatment with GSK-126 or vehicle (Captisol). *N* = 5 per condition. *p < 0.05, 1 tailed *t*-test. **d** qRT-PCR analysis of *FOXC1* transcript levels in endpoint Luminal B (*n* = 4 per condition) or HER2+ (*n* = 4 per condition) PDX tumours treated with GSK-126 or vehicle long term in vivo. * p < 0.05, 1 tailed t-test. **e** qRT-PCR analysis of 4 FOXC1 targets in in endpoint Luminal B (*n* = 4 per condition) or HER2+ (*n* = 4 per condition) PDX tumours treated with GSK-126 or vehicle long term in vivo. *p < 0.05, 2 tailed *t*-test

To interrogate further correlations between FOXC1, EZH2 and downstream FOXC1 targets at the protein level in human breast cancer, we made use of recently published proteomic analysis of a subset of TCGA breast cancer patients^29^. In line with published observations, we observed that FOXC1 levels were elevated in BLBC patients compared to all other subtypes (Supplementary Figure 6D, E). In agreement with our immunofluorescence and RNA-level analyses, we observed anti-correlation between EZH2 and FOXC1 protein levels specifically among Luminal B patients. Furthermore, protein levels corresponding to FOXC1 target genes were lower in Luminal B patients with high EZH2 and low FOXC1 expression, supporting our hypothesis that a FOXC1-driven transcriptional program is suppressed by EZH2 specifically in Luminal B breast cancer.

Finally, to confirm the anti-metastatic effect of EZH2 inhibition in distinct molecular subtypes of human breast cancer in vivo, we orthotopically transplanted patient-derived xenografts (PDX) established from Luminal B (HCI003, GCRC 1986)^30^ or HER2+ (GCRC1991, GCRC 2080) samples into the mammary fat pads of immune compromised hosts and treated mice with either GSK-126 or vehicle for 5 weeks. Spontaneous lung metastases in hosts transplanted with the Luminal B PDXs were identified via a combination of human-specific pan cytokeratin immunohistochemical staining and enlarged nuclear morphology (Fig. 7b), and in hosts transplanted with HER2+ PDXs by immunohistochemical staining to detect HER2 (Supplementary Figure 7A). Strikingly, in the HCI003 Luminal B PDX, we observed only a 40% penetrance of lung metastases in the GSK-126 treated cohort (*n* = 2/5), compared to 100% in the vehicle control group (*n* = 5/5). Among the mice that did get lung metastases, the number of lung lesions per mouse was significantly decreased in the GSK-126 treated cohort compared to the vehicle control in the Luminal B, but not the HER2+ PDX hosts (Fig. 7c). Of the lung metastases that did appear in GSK-126 treated mice transplanted with Luminal B HCI003 PDX, the vast majority were micrometastases (<10 cells), with only 7% (1/14 total enumerated lesions) defined as overt metastases (Supplementary Figure 7B). However, in vehicle treated hosts, 30% (33/109 total enumerated lesions) of metastatic lesions were identified as overt metastases. In the context of the two independent HER2+ PDX models, the penetrance or number of lung metastases between treatment groups (Fig. 7c) and the relative proportions of micro vs overt metastases (Supplementary Figure 7B) were unaffected by GSK-126 treatment. Interestingly, while we observed a pronounced effect of GSK-126 on lung metastasis in both Luminal B PDXs, we did not observe any significant effect on tumour growth (Supplementary Figure 7C), though a significant effect on tumour growth was observed in the HER2+ PDX GCRC1991 (Supplementary Figure 7D). The Luminal B PDX findings are in line with our results generated from preclinical studies in transgenic mouse models and indicate that the loss of global H3K27me3 levels directly perturbs the metastatic cascade rather than primary tumour growth in the Luminal B subtype. We also observed that in vivo global depletion of H3K27me3 levels did not significantly affect tumour growth in two separate TNBC PDXs (Supplementary Figure 7E), nor did it decrease metastatic burden. TNBC PDX GCRC 1735 was not metastatic and thus could not be assessed, but we observed that GSK-126 did not influence spontaneous lung metastasis in the TNBC PDX HCI010 (Supplementary Figure 7F).

Finally, to confirm that *FOXC1* levels were indeed elevated in Luminal B but not HER2+ PDXs treated with GSK-126, we performed qRT-PCR on breast tumour samples at endpoint and confirmed a significant upregulation of *FOXC1* transcript levels in GSK-126 treated HCI003 Luminal B but not 1991 HER2+ PDXs (Fig. 7d). Additionally, we observed the significant upregulation of four genes previously confirmed to be FOXC1 targets in Luminal B PDXs treated with the Ezh2 inhibitor (Fig. 7e).

Taken together, these data provide compelling evidence that pharmacological intervention targeting the EZH2-dependent repression of a FOXC1-driven transcriptional program can hinder the metastatic properties of human Luminal B breast cancer (Fig. 8).

**Fig. 8:**
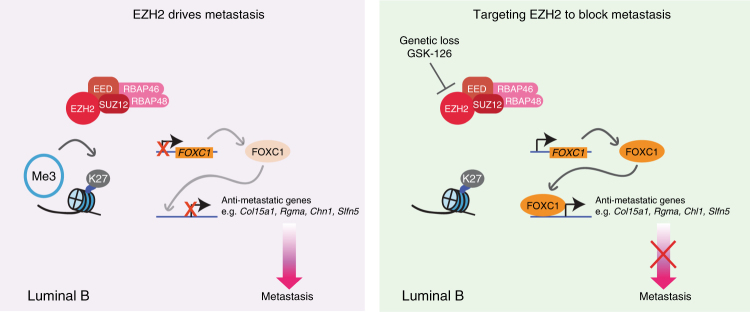
Proposed model highlighting the benefit of targeting Ezh2 in Luminal B breast cancer. Schematic illustrates Luminal B-specific PRC2-mediated suppression of a FOXC1-dependent anti-metastatic transcriptional program, and establishment of *FOXC1* expression following ablation of EZH2 or pharmacological inhibition of EZH2 methyltransferase activity leading to FOXC1-dependant expression of anti-metastatic genes

## Discussion

The highly proliferative, metastatic and often treatment-refractory nature of Luminal B breast cancer underlies its poor prognosis. However, limited understanding of genetic and epigenetic events driving this subtype hinders the advancement of successful therapies. In this study, we identify a mechanism through which EZH2 mediates repression of *FOXC1* to promote metastasis in Luminal B breast cancer. Perhaps most significantly, we demonstrate that pharmacological intervention to inhibit EZH2 in an immune-competent preclinical mouse model of Luminal B breast cancer completely prevents distal metastasis (Fig. 2). We also utilized PDX models, arguably the most relevant existing human preclinical models, to illustrate the significant effect of EZH2 methyltransferase inhibition on spontaneous metastasis in Luminal B but not HER2+ breast cancer (Fig. 7). These findings raise the possibility that EZH2 methyltransferase inhibitors may be used clinically to suppress invasion and metastasis in Luminal B breast cancer patients. While PRC2 function has predominantly been framed in the context of its histone methyltransferase activity, some studies have demonstrated the ability of PRC2 to methylate non-histone protein targets or for Ezh2 to modulate transcription independently of PRC2 in a cancer context^31–33^, including in a transgenic model of HER2+ breast cancer where exogenous expression of Ezh2 enhanced the capacity of tumour-initiating cells in a PRC2-independent fashion^34^. While we cannot rule out potential roles for non-canonical Ezh2 functions in promoting mammary tumorigenesis in the models used here, we show that metastasis-suppressive functions of Ezh2 in Luminal B models involve its methyltransferase activity, while inhibition of endogenous EZH2 activity in ErbB2+ models had no effect on metastasis.

Our interest in pursuing the striking metastatic phenotype observed upon *Ezh2* ablation was driven by clinical knowledge that patient mortality is predominantly a consequence of distal metastasis. Interestingly, while our approach of using in vivo transgenic models allowed us to test progression of the metastatic cascade in a biologically relevant way, it also uncovered novel insights into the role of Ezh2 in tumour onset and progression. We observed that deletion of *Ezh2* in a PyVmT-driven model significantly delayed tumour onset, thus indicating that Ezh2 plays an important role in breast cancer progression. This directly contrasted with findings from recent studies that have utilized other transgenic mouse models to dissect the role of Ezh2 in breast cancer. Woo and colleagues employed a p53 heterozygous *Brca*-deficient mouse model of BLBC and speculated that the absence of any phenotype was due to compensating methyltransferase activity by Ezh1^35^. This was not the case in our transgenic model, as evidenced by global depletion of H3K27me3 in the tumour epithelium (Supplementary Figure 1C,D). Wassef et al. utilized an activated Notch model of mammary tumorigenesis^4^ and observed that ablation of *Ezh2* increased the penetrance of mammary tumours following multiple rounds of pregnancy. While it is unclear which intrinsic subtype is represented by the activated Notch model, we speculate that the difference observed could be due to differences in the cell of origin for each model. Ultimately, these conflicting data highlight that the notoriously context-specific nature of PRC2 function extends to different intrinsic subtypes of breast cancer. Thus, sweeping generalizations where breast cancer is treated as a single entity with respect to the roles of PRC2 underestimate the biological heterogeneity of this disease.

Like EZH2, we found that FOXC1 functions in a context-specific manner in breast cancer. In general, it appears that the output of FOXC1 transcriptional regulation in non-BLBC subtypes of breast cancer differs significantly from that in BLBC. *FOXC1* is an established marker of EMT and poor outcome in BLBC^36^, where it also suppresses ERα expression and may thereby contribute to reduced responsiveness to endocrine therapies such as tamoxifen^37,38^. In contrast, our functional studies demonstrate that higher *FOXC1* levels significantly correlate with good prognosis in non-BLBC subtypes of breast cancer. Furthermore, elevated expression of FOXC1 is detrimental to the metastatic cascade specifically within the Luminal B subtype. While further roles for FOXC1 in Luminal B breast cancers may include modulation of hormone receptor status and therapeutic response, our observations strongly suggest that any such pro-tumour effects of FOXC1 expression in Luminal B patients, if they occur, are overridden by the anti-metastatic function of FOXC1, leading to an overall pro-survival effect in Luminal B patients expressing higher FOXC1 levels (Refer to figures).

In addition to our observation that high *FOXC1* is a prognostic marker for positive outcome in Luminal A, HER2+ and Luminal B subtypes, we found that higher collective expression of a set of FOXC1 targets also predicted favourable prognosis in these patients (Fig. 6e and Supplementary Figure 5H). This suggests that the downstream targets of FOXC1 in these cancers are tumour suppressive, which agrees with multiple functional studies investigating these genes^20–25^. Typically, FOXC1 has been implicated in developmental processes such as blood vessel maturation and lymphatic sprouting^39^. Interestingly, characterization of FOXC1 targets in the Luminal B context revealed that they were associated with neuronal development. Given the importance of H3K27me3-dependent silencing during cell lineage decisions and differentiation^40^, it is possible that the absence of EZH2 may have allowed for induction of an inappropriate differentiation program that incidentally also had anti-metastatic capacities. However, our findings suggest that the role of EZH2 in suppressing this program is subtype-specific, with inhibition of EZH2-reactivating FOXC1 and downstream targets only in Luminal B cell lines and PDX models (Supplementary Figures 6 and 7, Fig. 7). This could reflect the occurrence of different mechanisms of silencing FOXC1 across breast cancer subtypes. Interestingly, CpG islands near the *FOXC1* locus can be hypermethylated in early breast cancers^41^. DNA methylation and H3K27me3 are two important epigenetic silencing mechanisms that have been closely associated with each other^42^, yet the precise relationships are complex, with DNA methylation patterns potentially affecting the affinity of PRC2 binding and driving the redistribution of H3K27me3^43^ or preventing H3K27me3 deposition locally and at a megabase scale^44^. Thus, it is conceivable that DNA methylation, H3K27 methylation, or potentially other mechanisms of silencing *FOXC1* may be adopted during tumour evolution in a subtype-specific manner. Furthermore, since loss of an epigenetic repressive mark does not necessarily guarantee expression of a given locus, a transcription factor milieu intrinsic to the Luminal B subtype might promote the active transcription of FOXC1 in the absence of repressive epigenetic marks.

In summary, this work establishes an oncogenic function for EZH2 in the development of Luminal B breast cancer and particularly in the metastatic phase of the disease. We have further established the potential of using FOXC1 as a prognostic biomarker in specific breast cancer subtypes and identified a pharmacological means to suppress metastatic progression in a subtype of breast cancer for which there is unmet clinical need.

## Methods

### Animals

8–12-week-old WT, Ezh2+/− or Ezh2−/− Tet-ON PyVmT female mice on a pure FVB background were induced with water supplemented with Doxycycline (200 mg/ml, Wisent). Both the Tet-ON PyVmT model^13^ and Ezh2 conditional model^15^ have been described previously. Mammary tumour formation was monitored by twice weekly palpation and tumour growth was measured by twice weekly caliper measurements. All mouse manipulations were performed in accordance with the McGill Facility Animal Care Committee and the Canadian Council on Animal Care.

### In vivo drug studies

GSK-126 (Merca Chem) was reconstituted in 20% Captisol (Medchem Express), and brought to a pH of 4.5 with 10 M potassium hydroxide, to create a working stock of 150 mg/ml. Mice were weighed weekly, and administered 300 mg/kg of GSK-126 or an equal volume of vehicle via intraperitoneal injection, three times a week. Tumour growth was assessed in a blinded fashion, with twice weekly caliper measurements. Treatment groups were distributed, such that each cage had at least one mouse receiving each of the treatment conditions.

### Orthotopic transplantation of PyVmT cells

For orthotopic transplantation, 500,000 cells from established PyVmT cell lines were suspended in 30 μl PBS and injected unilaterally into the inguinal fat pads of 8–12-week-old immune-competent FVB mice.

### Tail vein injections

For tail vein experiments, 250,000 cells were suspended in 100 μl PBS and injected in the tail vein of athymic nude mice. Mice injected with cells from freshly dissociated wild-type or Ezh2-null Tet-ON PyVmT tumours were maintained on water supplemented with doxycycline (200 mg/ml, Wisent) for the duration of the experiment (8 weeks). Mice injected with PyVmT cells expressing GFP or Foxc1 were killed after 4 weeks.

### ShRNA silencing and transfection of plasmids

Exogenous Foxc1 expression in mouse cells was performed using the blasticidin selectable retroviral vector pMSCV-GFP (Gift from Dr. Peter Siegel). Foxc1 cDNA (MR208772, OriGene Gene Tech) was cloned into the vector. pMSCV-Foxc1 or pMSCV-GFP was transfected into Phoenix (obtained from the ATCC) cells using Lipofectamine 3000 (Invitrogen). Supernatants were collected 48 and 72 h post- transfection, passed through a 0.45 μm nitrocellulose filter and applied to target cells with polybrene (5 μg/ml, Sigma). Cells were re-infected the next day and selected with blasticidin for 72 h (10 μg/ml, Invitrogen). Five days after infection, cells were transferred to 10 cm dishes and maintained for experimental purposes. Foxc1 targeted knock-down in murine cells was performed using the Sigma MISSION pLKO.1 mouse Foxc1 shRNAs (clone ids TRCN0000085452 and TRCN0000085449) or LacZ shRNA (MFC07785395). Each shRNA vector was co-transfected into HEK293T cells with the lentivirus packaging plasmids PLP1, PLP2, and PLP-VSVG (Invitrogen) using Lipofectamine 3000 (Invitrogen). Supernatants were collected 48 and 72 h post-transfection, passed through a 0.45 μm nitrocellulose filter and applied on target cells with polybrene (5 μg/ml, Sigma). Cells were re-infected the next day and selected with puromycin for 48 h (1 μg/ml, Sigma). After 48 h post-infection, cells were transferred to 10 cm dishes and maintained for experimental purposes. In human cell lines, FOXC1 knock-down was performed using Dharmacon siGENOME siRNA (D-009318-02, D-009318-03) or a non-targeting siRNA pool (D-001206-13-05) using Lipofectamine 3000 (Invitrogen) and utilized for assays 72 h post-transfection. For the exogenous expression of FOXC1 cDNA (clone id X0042, GeneCopoeia) or GFP in the pReciever Lv-105 cDNA vector, human breast cancer cell lines were transfected with the appropriate vector using Lipofectamine 3000 (Invitrogen) and harvested for assays 24 h post-transfection.

### Cell culture

Primary mouse tumour cell lines were established from PyVmT tumours by physical dissociation with a McIlwain Tissue Chopper, followed by incubation with DMEM supplemented with 2 mg/ml each of collagenase B/ Dispase II (Roche) for 1 h in at 37C. Primary mouse cells were maintained in Complete Media (DMEM, 10% FBS, 5 ng/ml EGF, 1 µg/ml Hydrocortisone, 5 µg/ml Insulin, 35 µg/ml Bovine Pituitary Extract. All components were from Wisent, except the Bovine Pituitary Extract, which was from Hammond Cell Tech). All human cell lines were purchased from ATCC and maintained in DMEM or RPMI supplemented with 10% FBS. Cell lines were routinely tested for mycoplasma using a commercially available kit (MycoAlert, Lonza).

### In vitro proliferation assay

The CyQUANT proliferation assay (ThermoFischer Scientific) was performed in accordance with the manufacturer’s protocols using 2500 cells per well in 96-well optical-bottom plates (Nunc). Samples were assayed in quadruplicate for each time point and condition.

### In vitro invasion assay

Media containing chemotactic factors (Complete Media) was plated in the bottom of a 24-well plate (BD Falcon) and Boyden chambers (8 μm pore, BD Falcon) pre-coated at 37 °C for 1 h with DMEM containing 5% growth factor-reduced Matrigel (VWR) were placed on top of the complete median in a 24-well plate. A total of 2 × 10^5^ mouse cells or 2 × 10^5^ human breast cancer cells were re-suspended in DMEM in the absence of chemotactic factors and added to the upper level of the Boyden chambers. Plates were incubated at 37 °C for 20 h after which cells were fixed in a solution of 10% neutral-buffered formalin for 20 min. Boyden chambers were counterstained using Crystal Violet solution (Sigma) for 20 to 30 min and cells that remained on the upper level of the Boyden chambers were manually removed and chambers were dried overnight. Three representative images of each Boyden chamber were taken and positive-pixel area was calculated using the ImageJ software. Experiments were performed in triplicate and the average values are reported (±S.E.M.).

### Immunofluorescence and immunohistochemistry

Tumours or mammary glands were fixed in 10% neutral-buffered formalin overnight and embedded in paraffin for sectioning. Sections were cut at 4 µm, de-paraffinized in xylene and antigen retrieval was performed with 10 mM Citrate Buffer (pH 6) using a pressure cooker. Sections were then blocked with 10% Power Block (BioGenex) in PBS for 10 min at room temperature. Sections were incubated with primary antibody at 4 °C overnight. For immunofluorescence, sections were incubated with secondary antibodies (Invitrogen) for 1 h at room temperature, followed by DAPI for 15 min, washed three times in PBS and mounted in ImmuMount (Thermo Scientific). Immunostained samples were imaged using a Zeiss LSM800 confocal microscope and analysed with ZEN software.

For immunohistochemistry (IHC), sections were de-paraffinized and blocked as above, endogenous peroxidase activity was quenched by incubation in 3% hydrogen peroxide for 20 min. Sections were incubated with primary antibody overnight at 4 °C, washed three times in PBS, and incubated with biotinylated secondary antibodies (Vector Elite). After three further washes in PBS, IHC staining was visualized using the Vectastain ABC kit (Vector Laboratories) according to the manufacturer’s instructions. Sections were then counterstained with hematoxylin, dehydrated, and mounted with Clearmount (Invitrogen). Images were acquired using an Aperio-XT slide scanner (Leica Biosystems). Antibodies for imaging were purchased from the following vendors and used as the specified concentrations; Ezh2 (clone D2C9, Cell Signalling, 1:200), H3K27me3 (clone C36B11, Cell Signalling, 1:400), PyVmT (clone 762, gift from Dr. Steven Dilworth, 1:200), CK8 (Fitzgerald, 1:500, 20R-CP004), Pan-CK (Ventana, used directly, 760–2135), Foxc1 (Novus Biological, mouse specific, 1:100, NB100-1268), FOXC1 (Sigma, human specific, 1:100, HPA040670), BrdU (Cell Signalling, 1:200, Cat# 5292) and HER2 (clone 4B5, Ventana, use directly, 790–2991).

### Quantification of metastatic lung lesions

For the quantification of lung metastases, three 10 μm step sections were cut and stained with hemotoxylin and eosin. In each scanned image, individual lung metastases were visually identified by their distinct cellular morphology, and the average number of metastases per sample was calculated. To quantify the average area per lesion, each lesion was manually outlined and calculated using the Aperio Scanscope software interface (Leica Biosystems) for all three step sections per sample, and then averaged.

### Immunoblotting

Freshly excised mouse tumour tissue was flash frozen in liquid nitrogen, crushed with a mortar and pestle and allowed to thaw briefly before lysing in ice-cold RIPA buffer (50 mM Tris-HCl pH 7.4, 150 mM sodium Chloride, 1% NP-40, 1% sodium deoxycholate, 0.1% SDS, 2 mM EDTA, 0.5 mM AEBSF, 25 mM β-glycerophosphate, 1 mM sodium orthovanadate and 10 mM sodium fluoride). Cultured cells were also lysed in RIPA buffer. Protein concentration was determined by Bradford Assay (Bio-Rad) and 30 μg of total protein was analysed by immunoblot using the Odyssey CL-X imaging system (LI-COR Biosciences). Antibodies used include; Ezh2 (clone D2C9, Cell Singalling, 1:1000, Cat#5246), H3 total (Cell Signalling, 1:1000, Cat# 3638), H3K27me3 (clone C36B11, Cell Signalling, 1:1000, Cat# 9733), PyVmT (clone 762, a gift from Dr. Steven Dilworth, 1:2000), Foxc1 (mouse specific, Novus Biologicas, 1:1000), α/β-Tubulin (Cell Signalling, 1:1000, Cat# 2148), β-Actin (Sigma, 1:5000, A5316), Vinculin (Cell Signalling, 1:1000, Cat# 4650), IRDye 800 CW Donkey anti-rabbit, IRDye 680 CW Donkey anti-mouse and IRDye 680 CW Donkey anti-goat (LI-COR Biosciences, 1:10,000, 926–32213, 926–68072).

### RNA isolation, cDNA synthesis and qRT-PCR

Total RNA was extracted from flash frozen mammary tumour or cell lines using an RNeasy Midi Kit (Qiagen). cDNA was prepared by reverse transcribing isolated RNA using M-Mulv Reverse Transcriptase, Oligo-dT(23VN) and murine RNase inhibitor (New England Biolabs). Real time quantitative PCR was performed using SYBR Green Master Mix (Roche) and Light Cycler 480 instrument. Samples were run in duplicate and normalized to the internal control, *β-Actin*. Human and mouse specific primers used are defined in Supplementary Table 1.

### Microarray data acquisition and analysis

Microarray studies using Affymetrix Mouse Gene 2.0 arrays were performed at the McGill University and Genome Quebec Innovation Centre. Total RNA was extracted from five wild-type and five Ezh2−/− Tet-ON PyVmT tumours at tumour burden endpoint and quantified using a NanoDrop Spectrophotometer ND-1000 (NanoDrop Technologies, Inc.). RNA integrity was assessed using a Bioanalyzer 2100 (Aglient Technologies). Sense-strand cDNA was synthesized from 100 ng of total RNA and fragmentation and labelling were performed to produce ssDNA with the GeneChip WT Terminal Labeling Kit according to manufacturer’s instructions (Affymetrix). After fragmentation and labelling, 3.5 μg of labelled DNA was hybridized on GeneChip Mouse Gene 2.0 ST arrays (Affymetrix) and incubated at 45 °C in the Genechip Hybridization oven 640 (Affymetrix) for 17 h at 60 rpm. GeneChips were then washed in a GeneChips Fluidics Station 450 (Affymetrix) using Hybridization Wash and Stain kit according to the manufacturer’s instructions (Affymetrix) and scanned using a GeneChip Scanner 3000 (Affymetrix). All procedures were performed at the Genome Quebec Innovation Center, McGill University. Raw data were first processed to perform gene-level normalization and quality control using Affymetrix Expression Console software (Affymetrix). Processed data were next subjected to Gene Level Differential Expression Analysis using Affymetrix Transcriptome Analysis Console software. Differentially expressed genes with ANOVA *p* < 0.05 were considered in further analyses.

Ingenuity pathways analysis (IPA) was performed on differentially expressed genes between Ezh2−/− and Ezh2+/+ tumours using IPA software (Ingenuity Systems). Significance of the overrepresented canonical pathways as well as functions and diseases were determined using Fischer’s exact test to calculate *p*-values. GSEA software was used to identify the enrichment of genes in Ezh2-null tumours within pre-defined gene data sets from the Molecular Signature Database (MSigDB). Gene data sets from the c2.cp.reactome.v5.1 were analysed using gene sets containing 15 to 2000 genes and the false discovery rate was estimated using 1000 permutations of the data sets.

Hierarchical clustering of the gene expression profiles of Ezh2+/+ and Ezh2−/− Tet-ON PyVmt tumours (*n* = 5) was generated using the Hierarchical Clustering module and Euclidean distance measure within the GenePattern software [http://software.broadinstitute.org]. The tumour expression data set was first filtered using the parameters *p* < 0.05 and fold change > 1.5 within Affymetrix TAC software. Probes with no mapped gene or probes mapped to the same gene with bi-directional expression were removed.

A survey of upstream transcription factor binding of target genes was performed by inputting the identified gene lists into the EnrichR online tool [www.enrichr.com]^45^ to survey the database that infer transcription factor regulation via genome-wide ChIP experiments such as ChEA, JASPAR and TRANSFAC, and ENCODE. For de novo and known transcription factor binding in a defined gene set into HOMER v3.18 software package^46^.

### Chromatin immunoprecipitation

Ezh2 and Foxc1 ChIP enrichments in PyVmT cells were quantified by qRT-PCR analysis using specific primers and normalized to the average enrichments obtained with two control primer sets amplifying non-Ezh2 or non-Foxc1-bound genomic regions. ChIP-seq was performed at the McGill University and Genome Quebec Innovation Centre.

For chromatin immunoprecipitation studies, 5 μg of anti-H3K27me3 (Millipore, 17–622) or rabbit anti-IgG antibody (Cell Signalling, Cat# 2729), or 3 μg of anti-Foxc1 (Novus Biologicals) or rabbit anti-IgG antibody was immobilized overnight at 4 °C on 20 μl of Magna ChIP Protein A + G magnetic beads (Millipore) diluted in 250 μl of PBS + 0.5% BSA and then washed three times with PBS + 0.5% BSA. For cell lines, cells in 15 cm plates were fixed with a 1% final concentration of formaldehyde for 10 min at room temperature and then lysed and sonicated. For tumour tissue, 0.5 g of tumour was homogenized using a tissue homogenizer in 1% final concentration of formaldehyde and let to fix for 10 min after which the samples were lysed and sonicated. Equal amounts of chromatin from different treatment conditions or genotypes were diluted in 2.5 × ChIP dilution buffer (EDTA 2 mM, NaCl 100 mM, Tris 20 mM, Triton 0.5%) + 100 μl of PBS + 0.5% BSA and added to the antibody-bound beads and left to rotate overnight at 4 °C. Next, beads were washed three times for 3 min at 4 °C with 1 ml LiCl buffer (Tris 100 mM, LiCl 500 mM, Na-desoxycholate 1%) then once with 1 ml TE buffer. DNA was eluted with 150 μl of elution buffer (0.1 M NaHCO3, 0.1% SDS) overnight at 65 °C. Chromatin-immunoprecipitated DNA was purified using a QIAquick PCR purification kit (Qiagen) and eluted in 35 μl of elution buffer. Primers used are defined in Supplementary Table 2. FoxC1 primers were designed based on ChIP-seq data from a previous study^47^.

### ChIP-Seq analysis

For each ChIP-sequencing run, five individual ChIPs for each genotype (input and H3K27me3) were pooled following the same protocol described above. A total of 50 ng of DNA was provided per each ChIP-seq to the Génome Québec Innovation Centre for DNA library preparation using the TruSeq DNA sample preparation kit according to Illumina recommendations. The ChIP DNA libraries were sequenced as single 50 bp reads (tags) using the Ilumina Hiseq 2000 sequencer (Illumina). Raw reads were trimmed for length (*n* ≥ 32), quality (phred score ≥ 30) and adaptor sequence using fastx v0.0.13.1. Trimmed reads were (pools of five different tumours per genotype) then aligned to the mouse reference genome mm10 using BWA v0.5.9^48^. Broad peaks were called using MACS v1.4.1 software (mfold = 10,30; bandwith = 300; *p*-value cutoff = 1E-5) using sequenced libraries of input DNA as control^49^. The fragment length used was the one predicted by the program. Peak list intersections were done using BEDTools v2.12.0^50^. Binding peaks were considered overlapping if at least 1 base of the peaks overlapped. Annotations were obtained using HOMER v3.18^46^.

### PDX and histological samples from human patients

Samples were collected from patients undergoing breast surgeries at the McGill University Health Centre (MUHC) between 1999 and 2015 who provided written, informed consent (MUHC Research Ethics Board protocols SDR-99-780 and SDR-00-966). Transcriptional profiles for the human patients from which histology was used, was previously published^51^. PAM50 classification of samples was performed using the *genefu* R package (version1.16.0)^6^ to identify Luminal B patients, and formalin fixed and paraffin-embedded blocks (FFPE) for the appropriate patients was drawn from the archive. Sections were stained with the immunofluorescence protocol earlier described. For quantification of FOXC1 staining, images of 8 different fields for each sample were acquired with a ×20 objective with a LSM 800 confocal microscopy (Leica). ‘Image J for Microscopy Software’ package for ImageJ software (v1.5, NIH) was the used to quantify the total fluorescence intensity levels of nuclear FOXC1 per sample, as previously reported^52^. Briefly, using ImageJ (v1.48, NIH), mean fluorescence measured, along with several adjacent background readings. The total corrected cellular fluorescence (TCCF) = integrated density−(area of selected cell × mean fluorescence of background readings), was calculated to determine the total fluorescence intensity level of a given channel of interest. Samples were analysed in a blinded fashion, with the technician unaware as to the status of the sample.

### Patient-derived xenografts

A single fragment of fresh or frozen tumour (~8 mm^3^), or 1 × 10^6^ cells in Matrigel, into cleared inguinal mammary fat pads of 3–4-week-old female NOD-SCID mice. Interscapular oestrogen pellets were also subcutaneously implanted in mice transplanted with HCI003 fragments. HCI003 was established as cited previously^30^.

### Human data from publicly available data sets

Transcriptional data for human data sets from The Cancer Genome Atlas (TCGA) was accessed from the UCSC Xena web interface [https://xenabrowser.net/]^53^. Kaplan–Meier survival graphs were generated from data available from KM Plotter [www.kmplotter.com]^54^. Supplementary Table 3 outlines the probes used. For the protein levels of EZH2 and FOXC1 in different breast cancer patient samples, turkey box plots were generated from published data available through a web interface [http://prot-shiny-vm.broadinstitute.org:3838/BC2016/]^29^.

### Statistical analysis

For the comparison between two experimental groups, statistical significance was assessed via Student’s *t*-test, unless stated otherwise. Error bars represent ± SEM.

### Data availability

Microarray and ChIP-Seq data sets have been deposited in the GEO database at NCBI. All data sets in this study are available under GEO108861 and GSE108899. All data that support the findings of this study are available from the corresponding author upon request. Statistical analyses for all experiments are detailed in the Methods.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: Targeting EZH2 reactivates a breast cancer subtype-specific anti-metastatic transcriptional program
**Source:** Nat Commun. 2018 Jun 29;9:2547. doi: 10.1038/s41467-018-04864-8
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

Targeting EZH2 reactivates a breast cancer subtype-specific anti-metastatic transcriptional program

Hirukawa et al.

Supplementary Figures 1-7

Supplementary Tables 1-3

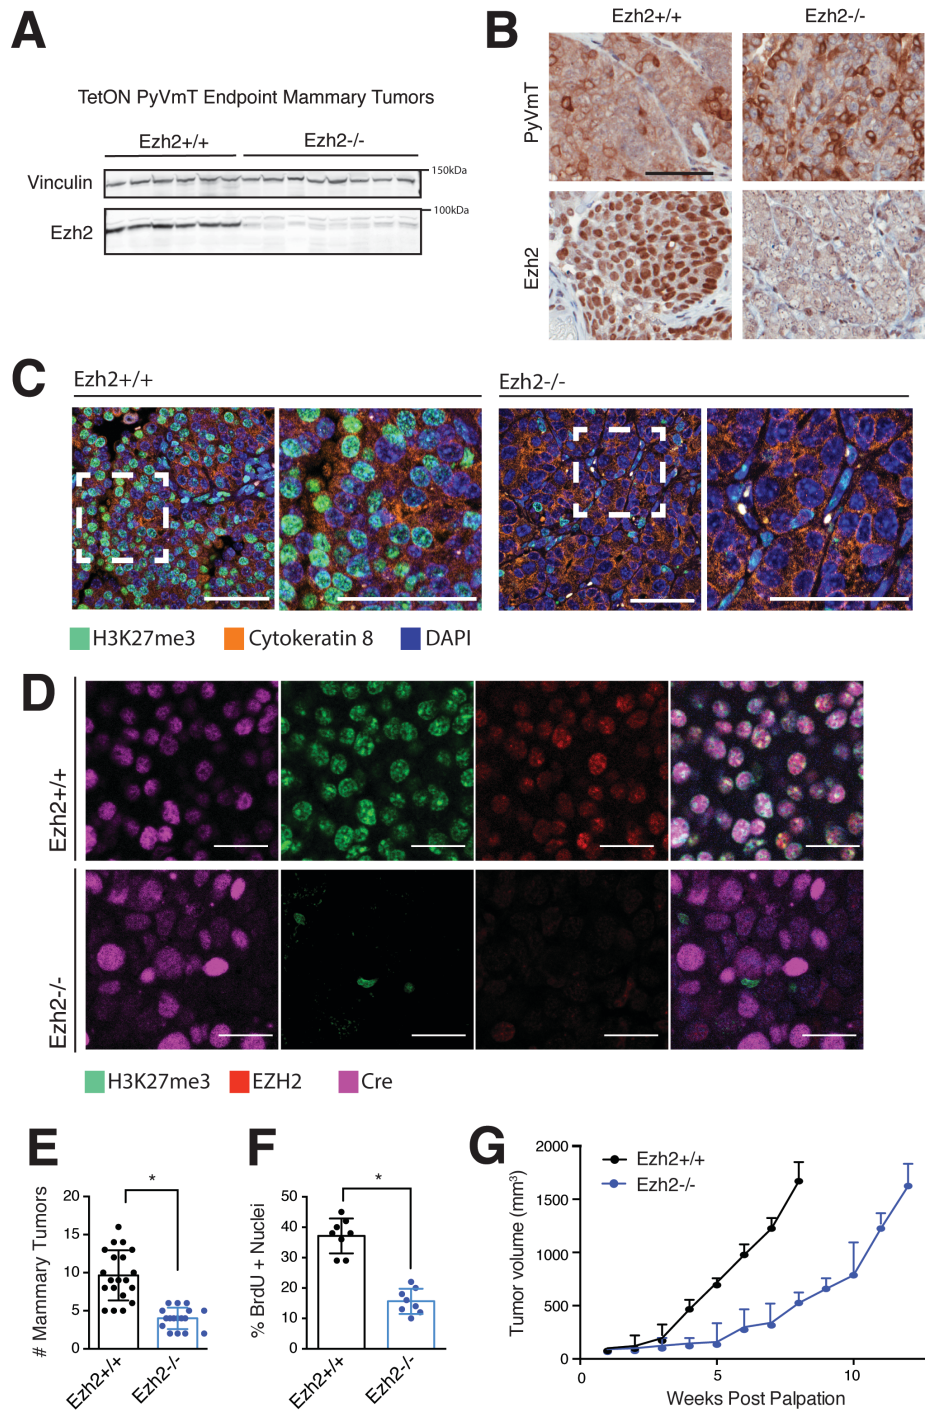

**Supplementary Figure 1. Deletion of Ezh2 impairs mouse mammary tumorigenesis.**

**Supplementary Figure1.** Deletion of Ezh2 impairs mouse mammary tumorigenesis. (A) Immunoblot of endpoint Ezh2<sup>+/+</sup> or Ezh2<sup>-/-</sup> Tet-ON PyVmT tumors assessed for protein levels of Ezh2 and PyVmT. Vinculin was used a loading control. (B) Representative images of paraffin-embedded sections of endpoint Tet-ON PyVmT tumors stained by immunohistochemistry for Ezh2 and PyVmT levels. Scale bars are 300 $\mu$ m. (C) Representative immunofluorescence images of endpoint Ezh2<sup>+/+</sup> or Ezh2<sup>-/-</sup> Tet-ON PyVmT tumors stained with H3K27me<sup>3</sup>, the epithelial marker cytokeratin 8 (CK8) or the nuclear stain DAPI. H3K27me<sup>3</sup> is visible in CK8 positive tumour epithelium of the wild type but is restricted to CK8 negative cells in the conditional knock out. Scale bars are 50 $\mu$ m. (D) Representative immunofluorescence images of endpoint Ezh2<sup>+/+</sup> or Ezh2<sup>-/-</sup> Tet-ON PyVmT tumors stained with H3K27me<sup>3</sup>, Ezh2 or Cre. Scale bars are 50 $\mu$ m. (E) Quantification of the total number of mammary tumors per mouse, for each genotype. (F) Percentage of BrdU positive nuclei in endpoint Tet-ON PyVmT tumors. All mice were injected with BrdU (0.05mg/gram) and sacrificed after 2 hours to allow for BrdU incorporation into cells. (G) Total tumor volume of Ezh2<sup>+/+</sup> or Ezh2<sup>-/-</sup> Tet-ON PyVmT tumors. \*p<0.05, Student's t-test, 2 tailed.

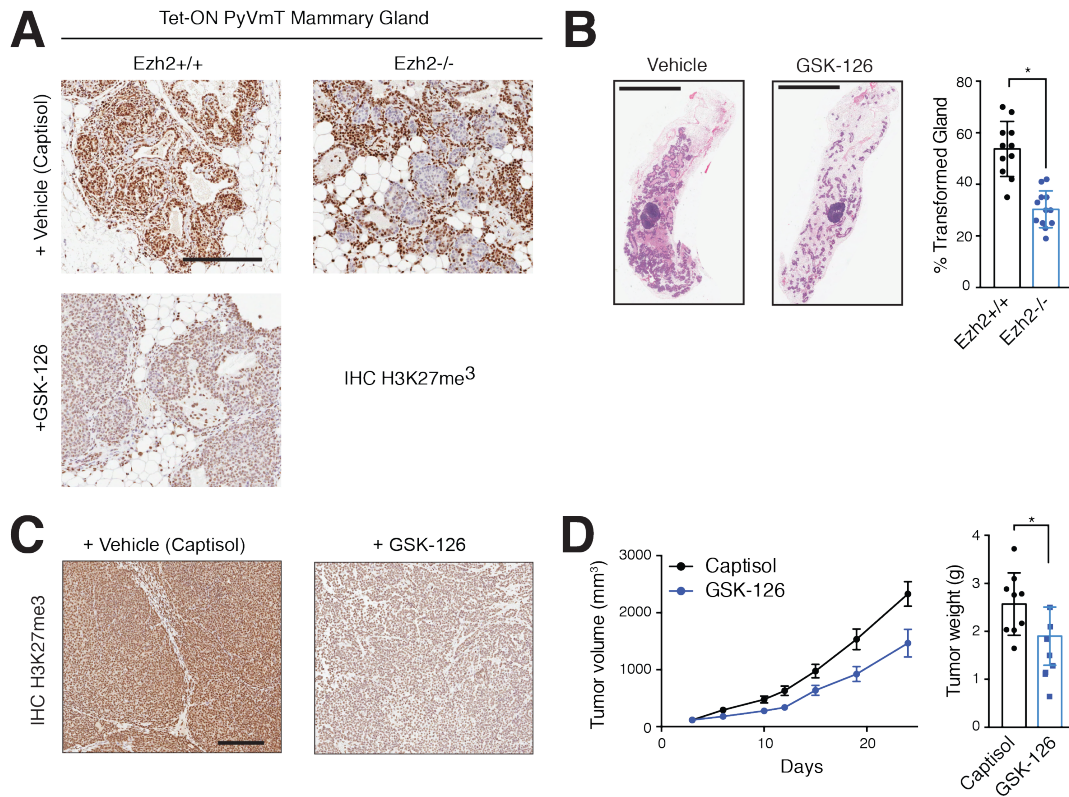

**Supplementary Figure 2.** Pharmacological inhibition of Ezh2 methyltransferase inhibits metastasis *in vivo*. (A) Representative images of paraffin-embedded sections of wild-type Tet-ON PyVmT mice induced with doxycycline for 2 weeks to form hyperplastic lesions and then treated with GSK-126 or vehicle for 4 weeks, or Ezh2<sup>-/-</sup> Tet-ON PyVmT mice induced with doxycycline for 6 weeks. Sections were stained to assess global H3K27me<sup>3</sup> levels by immunohistochemistry (IHC). Scale bars are all 200 $\mu$ m. (B) Representative images of paraffin-embedded sections of wild-type Tet-ON PyVmT mouse mammary glands stained with hematoxylin and eosin in GSK-126 or vehicle treated mice, as outlined in Figure 2A. Scale bars are all 4mm. Quantification of the percentage of transformed mammary glands between conditions. (C) Paraffin-embedded sections of tumors from PyVmT cells orthotopically injected into the mammary fat pad of FVB hosts, and treated with GSK-126 or vehicle for 3 weeks. Scale bars are all 1mm. (D) Tumor growth of mice treated with GSK-126 or vehicle control. Quantification of tumor weight after 3 weeks of drug treatment. \*  $p < 0.05$ , Student's t-test, 2-tailed.

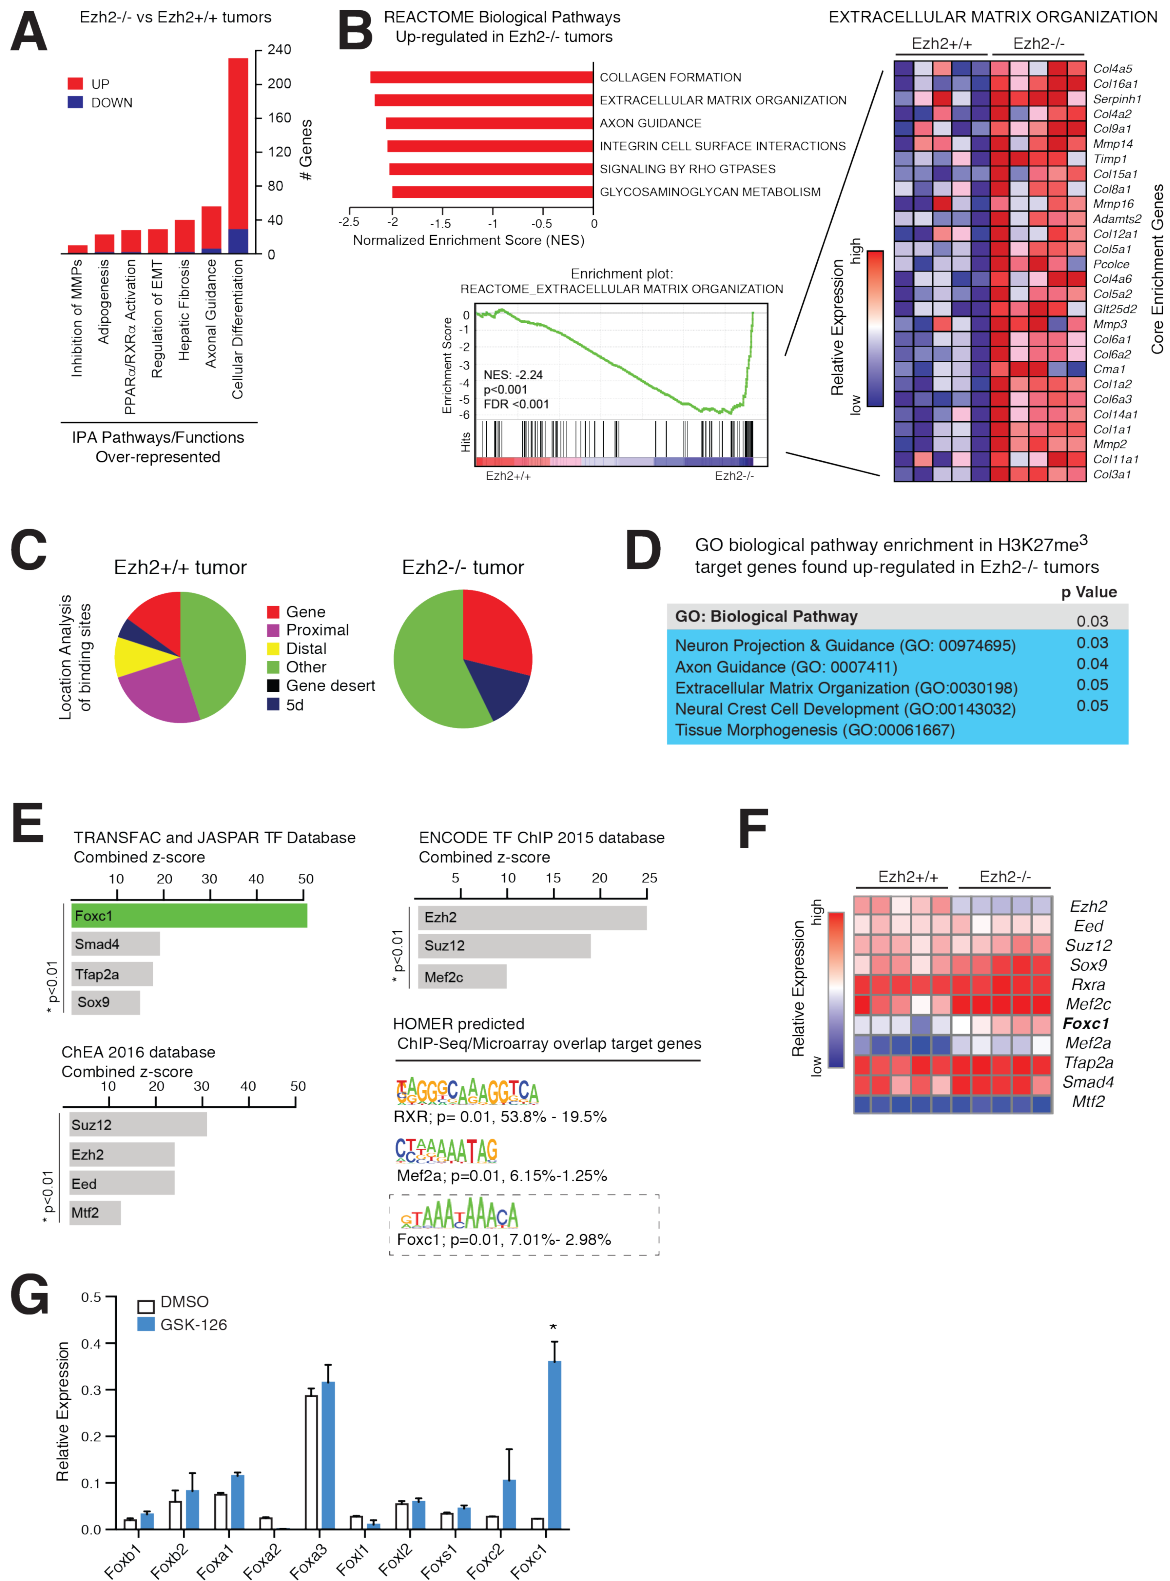

**Supplementary Figure 3.** Functional genomics identifies Foxc1 as a target of H3K27me<sup>3</sup> mediated repression.

**Supplementary Figure 3.** Functional genomics identifies Foxc1 as a target of H3K27me<sup>3</sup> mediated repression. (A) Schematic of a subset of over-represented pathways and functions identified by IPA analysis of genes found differentially expressed in Ezh2 null tumors. (B) GSEA identification of significantly up-regulated Reactome biological pathways in Ezh2<sup>-/-</sup> tumors. A representative plot and heatmap illustrating the increased expression of genes associated with ECM organization in Ezh2 null tumors are shown. (C) Pie chart and histogram showing ChIP-seq H3K27me<sup>3</sup> mapping across the genome. (D) Gene Ontology (GO) terms most significantly enriched in genes differentially upregulated in Ezh2<sup>-/-</sup> endpoint tumors, that were also H3K27me<sup>3</sup> targets. (E) Transcription factor enrichment for genes up-regulated in the Ezh2-null mammary tumors that were also identified as being targets of H3K27me<sup>3</sup> using public predictive or curated databases JASPAR, ENCODE ChIP and ChEA and arranged by their combined z-score. Right panel illustrates *de novo* DNA motif enrichment analysis of gene targets identified between the intersection of ChIP-seq targets and differentially upregulated genes in Ezh2<sup>-/-</sup> tumours. Proportion of peaks containing the motifs compared to background are indicated below the transcription factors and p values associated with each motif are shown. \* p<0.01 (F) Heatmap of relative expression levels of upstream transcription factors identified in Supplementary Figure 3 E, in Ezh2<sup>+/+</sup> or Ezh2<sup>-/-</sup> endpoint Tet ON PyVmT tumours. (G) PyVmT cells treated with GSK-126 (2μM, 72 hours) significantly up-regulated the Forkhead box family member, *Foxc1*, compared to DMSO control treated cells. \* p<0.05, Student's t-test, 2-tailed.

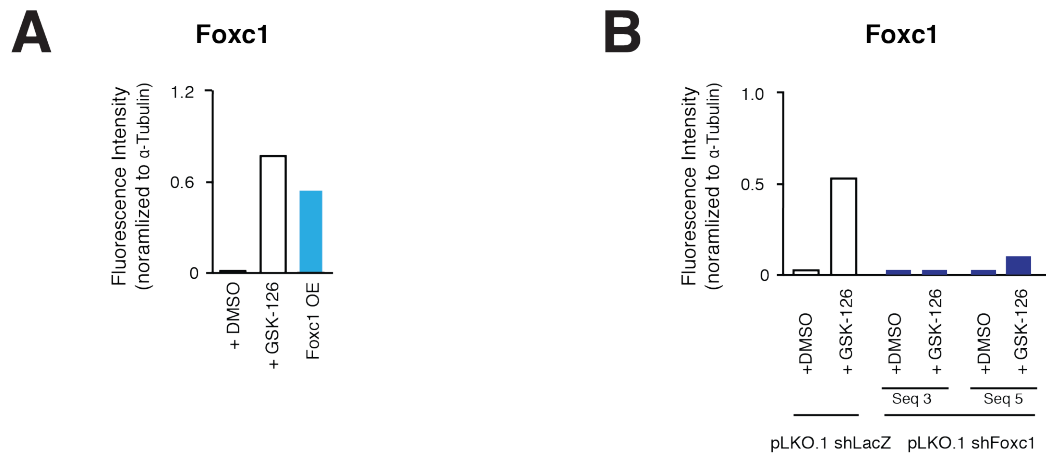

**Supplementary Figure 4.** Quantification of FOXC1 levels. (A) Quantification of fluorescence intensity of FOXC1 in PyVmT cells treated with DMSO, GSK-126 (2 $\mu$ M), or stably expressing exogenous Foxc1 using the LICOR Odyssey system and normalized to the house keeping gene  $\alpha$ -Tubulin). (B) Quantification of fluorescence intensity of FOXC1 in DMSO, GSK-126 (2 $\mu$ M) treated in PyVmT cells stably knocking down Foxc1 or LacZ.

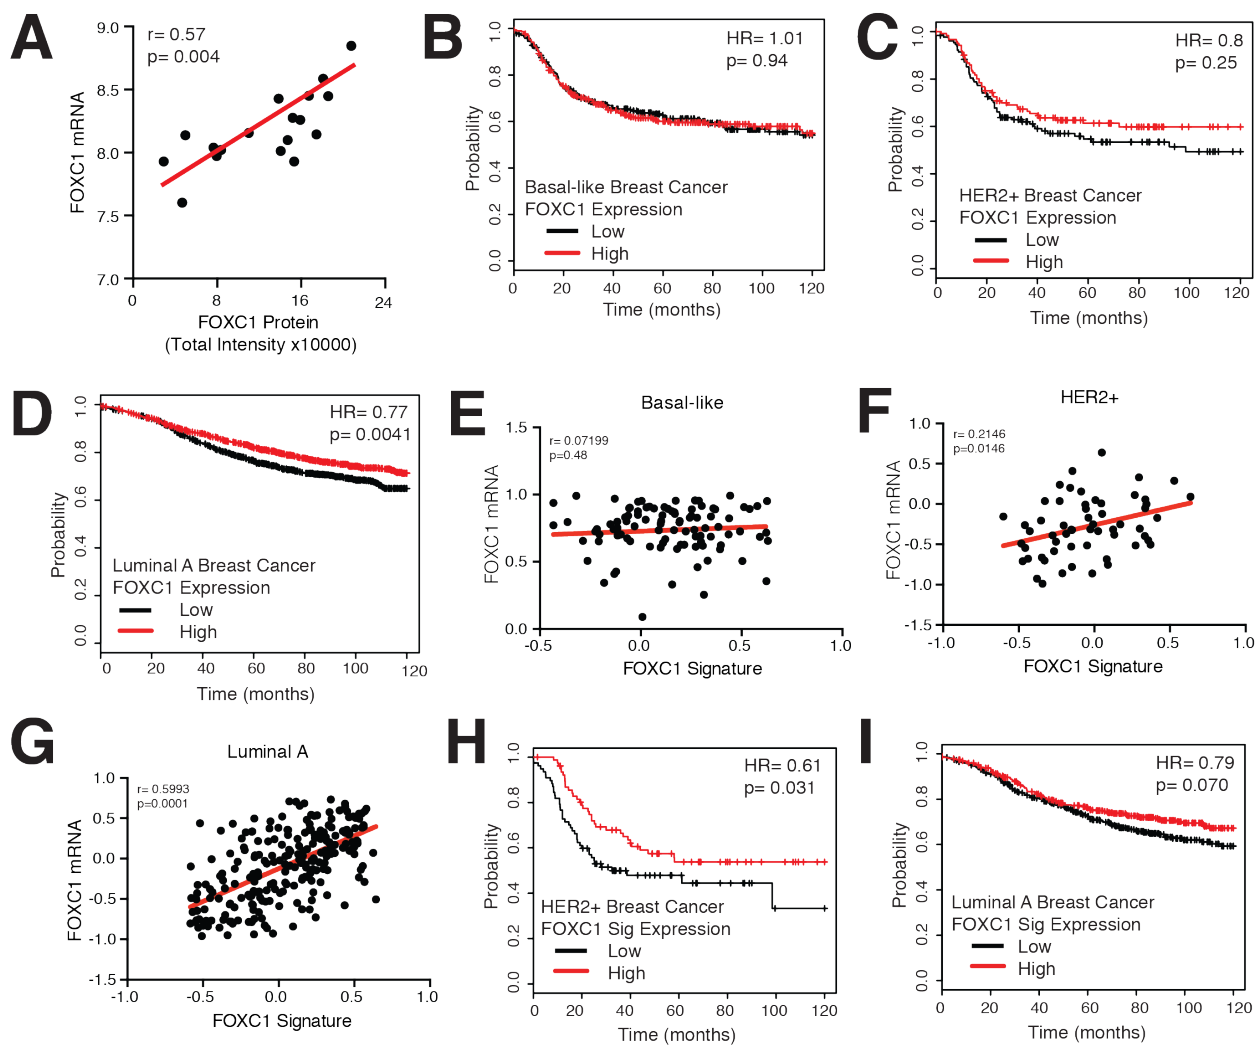

**Supplementary Figure 5. FOXC1 in molecular subtypes of breast cancer.**

**Supplementary Figure 5.** FOXC1 in molecular subtypes of breast cancer. (A) Significant positive correlation between FOXC1 transcript levels derived from microarray profiling of Luminal B patient tumor samples and protein levels as assessed by immunofluorescence staining ( $r= 0.57$ ,  $p=0.004$ ). (B) Kaplan-Meier survival curve of relapse free survival of 618 BLBC patients with high or low FOXC1 (no significant difference). (C). Kaplan-Meier survival curve of relapse free survival of 335 HER2+ patients with high or low FOXC1 (no significant difference, but trend towards higher levels of *FOXC1* conferring better outcome,  $p=0.25$ ). (D) Kaplan-Meier survival curve of relapse free survival of 2504 Luminal A patients with high or low FOXC1 ( $p=0.004$ ). (E) No correlation between the *FOXC1* gene signature and *FOXC1* transcript levels in Basal-like patients from the TCGA Breast Cancer database ( $r=0.07$ ,  $p=0.48$ ). (F) Significant positive correlation between the *FOXC1* gene signature and *FOXC1* transcript levels in HER2+ patients from the TCGA Breast Cancer database ( $r=0.21$ ,  $p=0.015$ ). (G) Significant positive correlation between the *FOXC1* gene signature and *FOXC1* transcript levels in Luminal A patients from the TCGA Breast Cancer database ( $r=0.6$ ,  $p=0.0001$ ). (H) Kaplan-Meier survival curve of relapse free survival of 335 HER2+ patients with high or low FOXC1 signature ( $p=0.031$ ). (I) Kaplan-Meier survival curve of relapse free survival of 2504 Luminal A patients with high or low FOXC1 signature ( $p=0.07$ ).

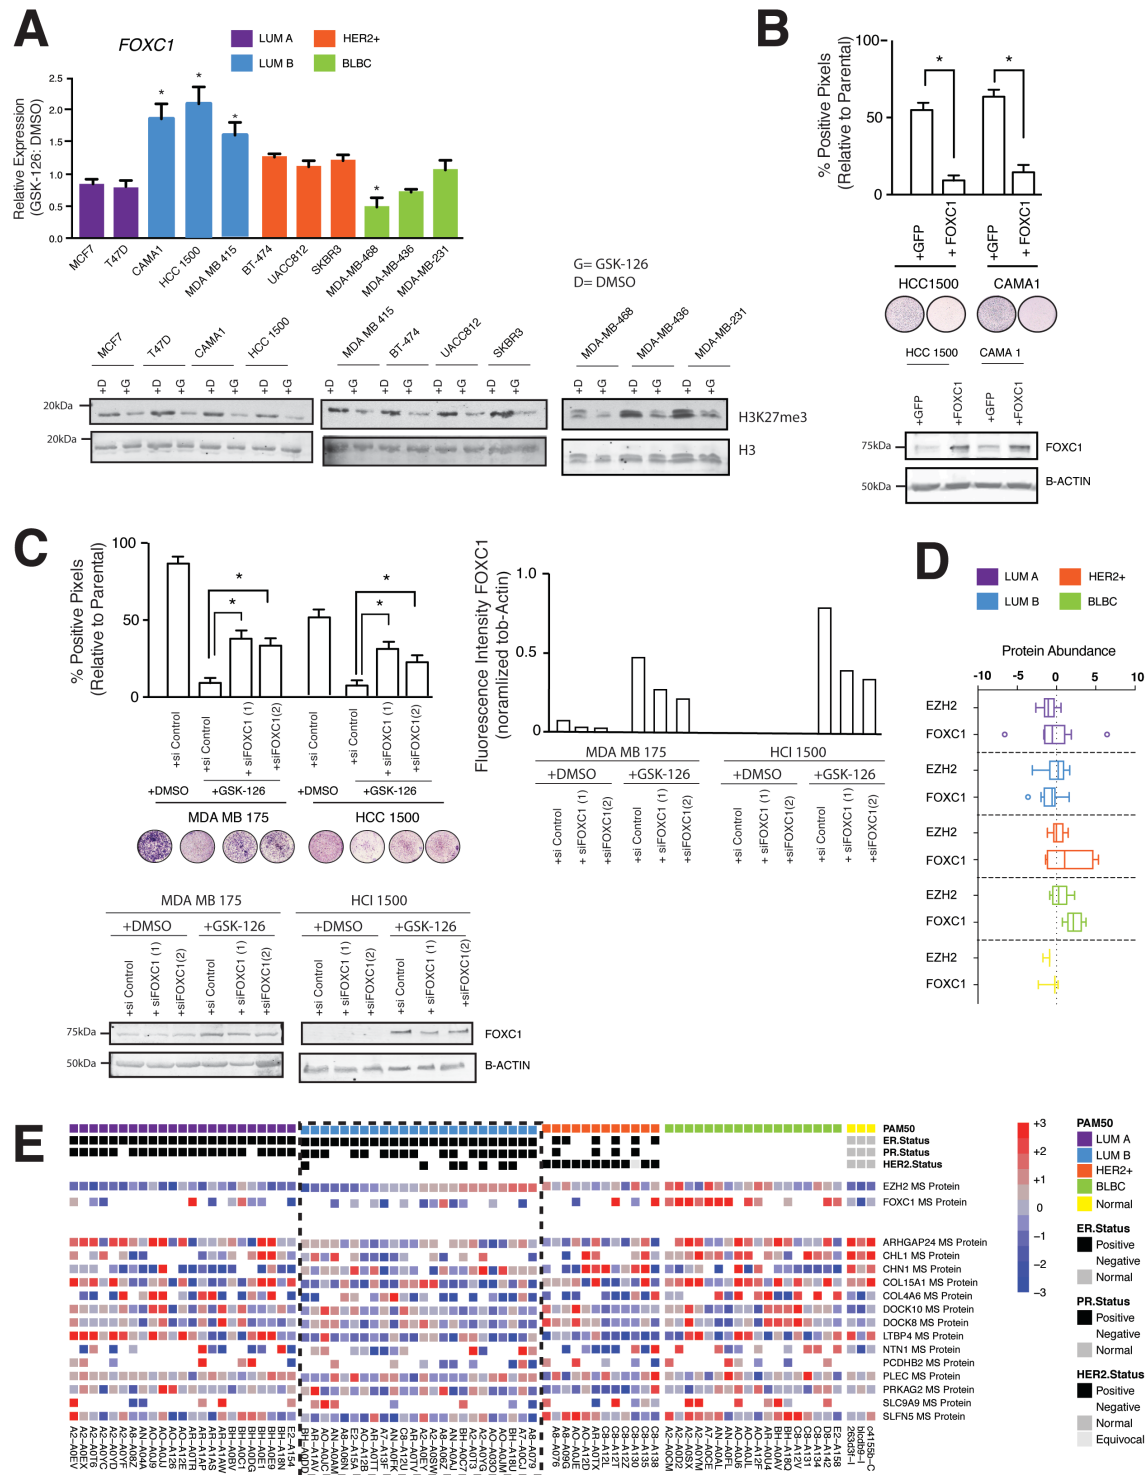

**Supplementary Figure 6. Specificity of EZH2 mediated repression of FOXC1 across different breast cancer subtypes.**

**Supplementary Figure 6.** Specificity of EZH2 mediated repression of FOXC1 across different breast cancer subtypes. (A) qRT-PCR analysis of FOXC1 levels in different breast cancer cells lines following 72 hours of treatment with GSK-126 (2 $\mu$ M) or DMSO (vehicle) for 72 hours. Samples were assayed in triplicate, and *FOXC1* expression was normalized to the housekeeper gene *ACTB*. Lower panel includes immunoblots for total H3 and histone H327me3 from isolated histones of the corresponding human cell lines treated with DMSO or GSK-126 (2 $\mu$ M). (B) Transwell invasion assay of established human Luminal B breast cancer cells expressing exogenous Foxc1 or GFP. Experiments were performed three times, and results are displayed relative to untreated parental cell. Lower panel includes an immunoblot of the FOXC1 levels in cells exogenous expressing FOXC1 or control GFP. (C) Transwell invasion assay of PyVmT cells infected with control or siRNA or two different sequences targeting Foxc1. Cells were pre-treated with DMSO or GSK-126 (2 $\mu$ M) for 72 hours and assayed for their capacity to invade through Matrigel. All assays were performed in triplicate. Immunoblot demonstrates RNAi of FOXC1 in the human cells lines used in the invasion assay and the LI-COR Odyssey software system was used to normalize the signal of FOXC1 to  $\beta$  Actin to assess knock down. (D) Turkey box plots showing median human EZH2 and total FOXC1 or EZH2 protein levels in 77 human tumours representing the PAM50 molecular breast cancer subtype classification along with 3 normal breast tissue samples. Data is from Mertins et al 2016<sup>1</sup>. (E) Heatmap of mass spectrometry-based proteomics data for EZH2, FOXC1 and 14 out of 23 members of the identified FOXC1 targets. Black dotted box surrounds the Luminal B samples.

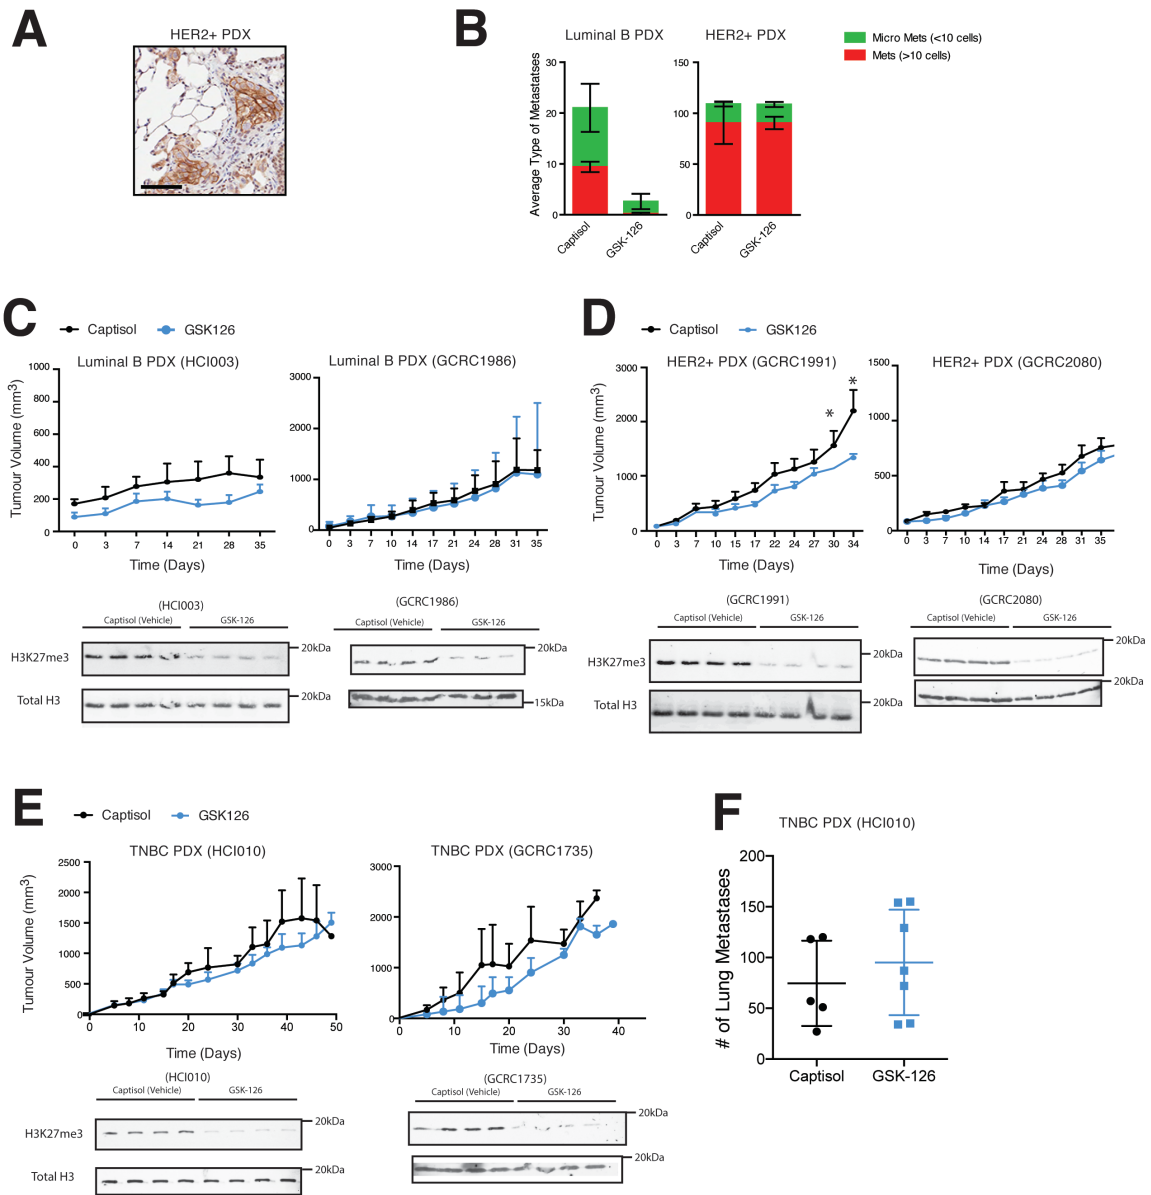

**Supplementary Figure 7.** Specificity of global H3K27me3 reduction across patient derived xenografts representative of different breast cancer subtypes.

**Supplementary Figure 7.** Specificity of global H3K27me3 reduction across patient derived xenografts representative of different breast cancer subtypes. (A) Representative staining of lung lesion for HER2 by immunohistochemistry. Scale bar is 100µm. (B) Quantification of intravascular or extravascular lung lesions in spontaneous lung metastases from a Luminal B PDX (n=5 per condition) or a HER2+ PDX (n=6 per condition) transplanted into a NOG host and treated with GSK-126 or vehicle. (C) Tumor growth of two different Luminal B PDXs treated with GSK-126 or vehicle (n=5 per treatment group). An immunoblot of total H3 or H3K27me3 was performed on extracted histones from endpoint tumours from both cohorts to confirm efficacy of GSK-126. (D) Tumor growth of two different HER2+ PDXs treated with GSK-126 or vehicle (n= 6 per treatment group). \* p<0.05, Student's t-test, 2-tailed. An immunoblot of total H3 or H3K27me3 was performed on extracted histones from endpoint tumours from both cohorts to confirm efficacy of GSK-126. (E) Tumor growth of two different TNBC PDXs treated with GSK-126 or vehicle (n= 6 per treatment group). \* p<0.05, Student's t-test, 2 tailed. (F) Quantification of lung lesions following the implantation of TNBC (HCl010) into the mammary fat pad, followed by treatment with GSK-126 (n=7) or vehicle (Captisol, n=5). While highly proliferative, TNBC PDX GCRC 1735 was not spontaneously metastatic to the lungs.

## Supplementary Tables

Supplementary Table 1. Human and mouse quantitative RT-PCR primer sequences

| Gene           | Sequences                                          | Species |
|----------------|----------------------------------------------------|---------|
| <i>Slc9a9</i>  | F-GGTTTACGTCAGGGAAGGATG, R-AGAAGCGGAATCGGTGATTTTT  | Mouse   |
| <i>Col4a6</i>  | F-ATCGGATACTCCTTCCTCATGC, R-CCAGGGGAGACTAGGGACTG   | Mouse   |
| <i>Col15a1</i> | F-CCCAGGGAAGAATGGAGAAGT, R-CCAGAGCCTTCAATCTCAAATCC | Mouse   |
| <i>Dbc1</i>    | F-AGCGCCCTATCCCATGTATCA, R-AGCTTGTAGCCCTTATTGCAG   | Mouse   |
| <i>Chl1</i>    | F-TCCGCCAGGAAACCTTCAC, R-ACAATGTACTCGCTGATTTTGCT   | Mouse   |
| <i>Chn1</i>    | F-GCAGCCAGGAACGTACACTTT, R-ATCAGTCAACCAGATCGTGGAT  | Mouse   |
| <i>Slnf5</i>   | F-AAGGGAGGAAATGGATACCACA, R-CTCAACCCTGACCACTCCG    | Mouse   |
| <i>Dock8</i>   | F-GTGGAAATACGTCCAGTACCTG, R-CGATGGGTCAATCGAGGGTG   | Mouse   |
| <i>Slc35f2</i> | F-CTGGGTACGGTGGACAGTATC, R-GCATCAACGTGTAAACCAGGA   | Mouse   |
| <i>Pcdhb16</i> | F-GGGAAGTGAAGCGCTATTCTG, R-TTAGCAAGCATGGCTCTGTATG  | Mouse   |
| <i>Ltbp4</i>   | F-CTGGGTGTCGCTATTGGTG, R-GTTGTGACAGATCAAGGGACAT    | Mouse   |
| <i>Rgma</i>    | F-AGAGGACCTTATGAGCCAGCA, R-GCAGTGAGTGTAGTTGGGGG    | Mouse   |
| <i>Pde3b</i>   | F-AAAGCGCAGCCGGTTACTAT, R-CACCACTGCTTCAAGTCCAG     | Mouse   |
| <i>B Actin</i> | F-TCCATCATGAAGTGTGACGT, R-GAGCAATGATCTTGATCTTCAT   | Mouse   |
| <i>Foxl2</i>   | F-ACAACACCGGAGAAACCAGAC, R-CGTAGAACGGGAAGTGGCTA    | Mouse   |
| <i>Foxl1</i>   | F-GAGCAGAGGGTCACTGAAC, R-CTTCCTGCGCCGATAATTGC      | Mouse   |
| <i>Foxc2</i>   | F-GCGTAGCTCGATAGGGCAG, R-AACCCAACAGCAAACCTTCCC     | Mouse   |
| <i>Foxa3</i>   | F-CTACATGACCTTGAACCCACTC, R-GGGCTACATACCCGGAAGC    | Mouse   |
| <i>Foxa2</i>   | F-CCCTACGCCAACATGAACTCG, R-GTTCTGCCGGTAGAAAGGGA    | Mouse   |
| <i>Foxa1</i>   | F-ATGAGAGCAACGACTGGAACA, R-TCATGGAGTTCATAGAGCCCA   | Mouse   |
| <i>Foxc1</i>   | F-CGCAGCCCAAGGACATGGTG, R-GATGCCGTTCAAGGTGATCTTC   | Mouse   |
| <i>Foxs1</i>   | F-GTTATGGCGGATGCTGTTTTG, R-CTATCCAGAGTTCACCGGGTC   | Mouse   |
| <i>Foxb1</i>   | F-TTCCTACAGCGACCAAAAGCC, R-CCGAGGGATCTTGATGAAACAG  | Mouse   |
| <i>Foxb2</i>   | F-TTCCTACAGCGACCAAAAGCC, R-CCGAGGGATCTTGATGAAACAG  | Mouse   |
| <i>RGMA</i>    | F-CCTCAGGACTTTCACCGACC, R-CGTTCTTAGAGCCATCCACGAA   | Human   |
| <i>SLFN5</i>   | F-GAGTGTGTTGTAGATGCAGGAA, R-ACTGCTCGCAGGATGATTTCA  | Human   |
| <i>COL15A1</i> | F-CTGCCCTCGTCCGTATCCT, R-CTGATGGCGAAGTCCCTGA       | Human   |
| <i>CHL1</i>    | F-ATGGAGCCGCTTTTACTTGGA, R-GGCAACTTGGACTTTTGACTGT  | Human   |
| <i>B ACTIN</i> | F-AGAGCTACGAGCTGCCTGAC, R-AGCACTGTGTTGGCGTACAG     | Human   |
| <i>FOXC1</i>   | F-CGCAGCCCAAGGACATGGTG, R-GATGCCGTTCAAGGTGATCTTC   | Human   |

Supplementary Table 2. ChIP-qPCR primer sequences

| Name                    | Sequences                                                           | ChIP Ab                         |
|-------------------------|---------------------------------------------------------------------|---------------------------------|
| <i>Grb10</i>            | F- GGGTTCTCGGTTATAGTGTGGGGACTTC<br>R- GGAACCTAAGCTGATTCATGTGCCTCCAG | H3K27me <sup>3</sup> ,<br>Foxc1 |
| <i>Rgma</i><br>set 1    | F- GATGGTATTTTCGGTGCCTCG<br>R- CTGTCCGCGCTTACCTTG                   | H3K27me <sup>3</sup>            |
| <i>Chl1</i> set 1       | F- GAGGGAGGTGGAAGGAAATC<br>R- AAATCCAGCCTTAGCCACCT                  | H3K27me <sup>3</sup>            |
| <i>Slfn5</i><br>set 1   | F- GCAGACCAAAGAAGCAGGTC<br>R- ATTTCCCAGGCACGACAAAC                  | H3K27me <sup>3</sup>            |
| <i>Col15a1</i><br>set 1 | F- CACAAGGCAAGCGATGAGAA<br>R- CCCTCACTGTTCACTGGCTA                  | H3K27me <sup>3</sup>            |
| <i>Foxc1</i>            | F- GCCCGAACTCTCTAGCTCTT<br>R- GATGGTATTTTCGGTGCCTCG                 | H3K27me <sup>3</sup>            |
| <i>HoxA11</i><br>set 1  | F- CCCTTCTCGGCGTTCTTGTC<br>R- CTATAGCACGGTGGGCAGGAAC                | H3K27me <sup>3</sup>            |
| <i>HoxA11</i><br>set 2  | F- CCAGGTTCCAACACAGCCATTC<br>R- CCCATGTGACTCTTTCTAGTCTCCCTTG        | H3K27me <sup>3</sup>            |
| <i>Rgma</i><br>set 2    | F- TCCACAGAGAAGCGTTTGTTT<br>R- ACAGACCGGGGATTTAAGCT                 | Foxc1                           |
| <i>Chl1</i><br>set 2    | F- TGCTCTTGCTGGTGGTATTCT<br>R- AGAGAAGATCTTTCCTCTCAGTACA            | Foxc1                           |
| <i>Slfn5</i><br>set 2   | F- TGTCTGTGCGTGAATGCTCT<br>R- CACCATTGACTGAGGCAGAA                  | Foxc1                           |
| <i>Col15a1</i><br>set 2 | F- GGAGATGGGAGTTGAAGAAGG<br>R- CCCAACGGTACAGGAAACAC                 | Foxc1                           |

Supplementary Table 3. Probes used for Kaplan Meier Survival Curves

| Gene           | Probe ID #  |
|----------------|-------------|
| <i>FOXC1</i>   | 213260_at   |
| <i>RGMA</i>    | 223468_s_at |
| <i>DBC1</i>    | 205818_at   |
| <i>SLC9A9</i>  | 227791_at   |
| <i>PDE3B</i>   | 222317_at   |
| <i>CHL1</i>    | 204591_at   |
| <i>DOCK8</i>   | 232843_s_at |
| <i>SLFN5</i>   | 238430_x_at |
| <i>COL15A1</i> | 203477_at   |
| <i>CHN1</i>    | 212624_s_at |
| <i>RASGRP1</i> | 205590_at   |
| <i>SLC35F2</i> | 218826_at   |
| <i>COL4A6</i>  | 213992_at   |
| <i>PCDHB16</i> | 232099_at   |
| <i>LTBP4</i>   | 204442_x_at |

## Supplementary References

1. Mertins P, Mani DR, Ruggles KV, et al. Proteogenomics connects somatic mutations to signalling in breast cancer. *Nature*. 2016;534(7605):55-62. doi:10.1038/nature18003.

How the deposited data were processed for this re-analysis (not part of the article)

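Total RNA of flash frozen endpoint tumours of Tet-ON PyVmT mice was measured on Affymetrix Mouse Gene ST arrays, with 5 Ezh2−/− and 5 Ezh2+/+ tumours and 1 array for each. The authors made gene-level normalized values in Affymetrix Expression Console and tested them in Transcriptome Analysis Console. The deposited values were taken as log2, from their range of 0.595 to 13.2, since the paper's text names neither the log base nor the algorithm. No pair of arrays was identical, and the correlation between arrays was 0.965 to 0.982 within a genotype and 0.93 to 0.962 between genotypes.
Probe sets were paired with genes by the annotation table of the array. Of 23521 probe sets with 1 gene symbol, 23328 matched a RefSeq gene by its Entrez ID. They stand for 22180 genes, 1082 of which had more than 1 probe set, and for these the probe set with the highest mean over all 10 arrays was used. Probe sets with several symbols or not listed were left out, apart from an alternative that tests all probe sets. No filter on dim genes was applied. No genomic positions are given, since the build behind the array is not named in the files.
Genotypes were compared with limma (version 3.58.1, in R 4.3.3) with its default prior, and p-values were two-sided and adjusted by the Benjamini-Hochberg method over all genes. A gene was called higher or lower at an adjusted p under 0.05. For the study's thresholds, an unadjusted p under 0.05 and a fold change over 1.5 were applied, each gene was counted 1 time, and 1 gene with probe sets in both directions was removed. Gene lists were fixed before the data were examined, 21 of gene groups and 13 of cell type markers, and were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the 34 lists. One of these lists is not reported here. Principal components used centred, unscaled values of all genes, with an exact permutation test between genotypes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.
The genes named in the text were chosen by a rule fixed before the data were examined: every gene the paper names for these arrays, the 12 largest rises and the 12 largest falls among genes that passed and whose genotypes did not overlap (predicted genes, clones, pseudogenes, small RNAs and immune receptor segments left out), and up to 4 members of each list with the smallest p. The direction of the paper's own genes was known from its tables. The genes Col10a1, Timp4, Efna3, Itgb3, Foxp4, Gzma, Gzmb, Ezh1, Srsy, Sly and Ccar2, were named after their values were seen, because a count was small or the gene was singled out.
The test was checked on simulated values, drawn independently for each gene from its mean and SD on these arrays, with 200 genes changed. Of 100 genes changed 2-fold, limma recovered 86 and the equal-variance test per gene of the methods 67, and of 100 genes changed 1.5-fold they recovered 38 and 27. Alternatives set before the data were examined were the methods' own test, an intensity trend with a robust prior, array weights, quantile normalization, median centring, leaving out the 40% dimmest genes, the mean of a gene's probe sets, the replicate number as a block, Tukey biweight means, a fold threshold, all probe sets, genes scaled to unit variance for the principal components and leaving out each tumour in turn. Cyclic loess, a test of protein-coding genes without olfactory and vomeronasal receptors, and the methods' own test with probe sets of several symbols counted were added after the data were seen. The paper's experiments on chromatin, cell lines, transplants and patients were not analysed here.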

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

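The tests of genomic DNA and of background on the lower genes were chosen after the result was seen. For the matrix genes higher in Ezh2−/− tumours, a shift of whole arrays is argued against by quantile normalization. With it the list's mean log2 fold change kept 93.9% of its deposited value. Median centring gave 121% but decides nothing, since it could only raise the value. The array medians were 4.35 to 4.46 in Ezh2−/− and 4.54 to 4.67 in Ezh2+/+ tumours. A lower share of tumour epithelium was predicted to raise the markers of all other cell types alike. The medians of fibroblast (0.859), endothelial, macrophage and T and NK cell markers (0.260) spread over 0.598. This exceeded the 0.294 that is 2 standard errors. Those errors came from resampling markers and not tumours, and the medians were all positive, so a lower epithelial share stays open. A larger share of fibroblasts stays open, since fibroblast markers outside the matrix list had a median log2 fold change of 0.859 (bootstrap 95% interval 0.686 to 1.1), above the 0.605 set as the bound. The markers do not show whether fibroblasts were more numerous, and loss of Ezh2 in the tumour cells, as the design gives it, stays open as well and was not tested apart from this. The paper reports a later tumour onset in Ezh2-deficient mice, and on these arrays that delay cannot be told apart from genotype.
A larger share of fibroblasts was predicted to lower the Foxc1 change once the mean of the fibroblast markers was a covariate. With it the log2 fold change of Foxc1 was 0.998 (95% interval 0.423 to 1.57), against 0.764 without it, so it did not fall. The fibroblast markers differed between the genotypes themselves, so this fit cannot separate their share from genotype. On these arrays a fibroblast source stays open. The paper places the Foxc1 rise in the tumour epithelium, by qPCR and immunoblotting. It also reports a rise in PyVmT cells given the Ezh2 inhibitor GSK-126. Another cell type than fibroblasts as the source, and loss of Ezh2 in the tumour cells, stay open and were not tested on these arrays.
That the genotypes differ by chance is argued against. Of 100 splits of the 10 arrays into 5 and 5, the real one among them, 1 gave as many genes, the real one with 3293. The highest other split gave 2, where the genotype difference counts as spread within the groups. The splits cannot tell genotype from a batch that followed it. For the lower genes, many of them dim, genomic DNA carried over into the Ezh2+/+ samples and a higher background on the Ezh2+/+ arrays cannot be told apart. The median log2 fold change of the 17 Y-linked genes, absent from the genome of these female mice, exceeded that of olfactory receptor genes by 0.35 (bootstrap 95% interval 0.248 to 0.507), with 1 of them higher, Sly at 0.36, and 1 lower, Srsy at −1.13. The difference decides nothing, because it rests in part on the fall of olfactory receptor genes that prompted it, and both groups lie near the floor, with median levels of 2.57 for Y-linked and 2.6 for olfactory receptor genes against 3.8 for the first quartile of all genes. Neither the labels nor the paper give array batches or dates, and a change of these transcripts with loss of Ezh2 stays open and was not tested.
Single tumours stood apart from the 4 others of their genotype in 10 of 280 groups of 5 values, where chance gives about 14 (1 in 20 groups). Pparg was at 3.782 in Ezh2+/+ replicate 3 and at 4.066 to 4.173 in the others. In Ezh2+/+ replicate 5, Car3 was at 8.294, against 4.369 to 5.379. Suz12 was at 7.076 in that tumour, against 7.431 to 7.529, and Rxra at 5.911, against 6.628 to 6.666. In Ezh2−/− replicate 3, Timp1 was at 6.664, against 7.269 to 7.474. Col15a1 was at 4.741 in Ezh2+/+ replicate 1, against 5.11 to 5.183. Pcdhb16 was at 4.794 in Ezh2−/− replicate 2, against 3.59 to 3.866, and Itgb3 at 7.543, against 6.484 to 6.762. Foxl1 was at 4.757 in Ezh2+/+ replicate 2, against 5.192 to 5.242. Gzma was at 2.977 in Ezh2−/− replicate 1, against 2.706 to 2.762.
Camera placed 7 lists that the paper does not discuss above the other genes, with median log2 fold changes of 0.28 for clustered beta protocadherins, 0.705 for milk protein and alveolar genes, 0.859 for fibroblast, 0.65 for endothelial, 0.561 for macrophage, 0.839 for adipocyte and 1.33 for skeletal muscle markers. Without the 40% dimmest genes the direction of the protocadherin list turned (adjusted p = 0.711), and the milk protein, adipocyte and skeletal muscle lists passed neither there nor after median centring. Without a single tumour, the skeletal muscle list kept its camera call in 8 of 10 fits and the milk protein list in 9. With an estimated correlation, 0 of the 34 lists passed in camera (lowest adjusted p = 0.266), and 10 passed by fry.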

How the results depend on the processing

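Ezh2 was lower and Foxc1 higher, both past the threshold, in all 19 alternatives in which they were fitted, with log2 fold changes of −1.19 to −0.86 and of 0.63 to 0.94, and the first principal component had a p of 0.00794 in each of its alternatives, the smallest that the regroupings allow, which does not show how far the separation moved. Of 119 named genes that passed, 74 kept their call under the methods' ANOVA with adjustment, 95 after quantile normalization, 93 after cyclic loess, 110 after median centring and 81 to 114 without single tumours. Dim genes are limited by signal over background, and 26 named genes were not measured without the 40% dimmest. The number of genes higher was 862 under the methods' ANOVA with adjustment, 2434 with array weights, 5219 after median centring, 859 with a fold change over 1.5 and 748 to 2519 without single tumours. The number lower was 882 after quantile normalization, 927 after median centring, 535 without the 40% dimmest genes, 889 with the fold threshold, 4415 over all probe sets and 983 to 1920 without single tumours. In alternatives chosen after seeing the data it was 996 after cyclic loess and 795 among protein-coding genes without olfactory and vomeronasal receptors. At the study's thresholds, 2732 genes were higher and 532 lower after median centring, and 366 were lower without the dimmest genes, where fewer genes are tested. Apart from that, the cause was not tested.
The methods' ANOVA with adjustment called 1 of the candidate factors and 4 of the 10 further genes of Fig. 4a, of which 5 passed without the dimmest genes and 5 to 9 without single tumours. The axon guidance list had an adjusted p of 0.0783 after median centring, 0.161 without the dimmest genes, 0.518 with an estimated correlation and 0.120 by fry. With an estimated correlation, the matrix and mesenchymal lists had an adjusted p of 0.333 and the Foxc1 targets one of 0.266. Of the other lists, 13 passed in camera as set, 6 without the dimmest genes, 0 with an estimated correlation and 7 by fry. The direction turned for Suz12 (−0.039) and Tfap2a (−0.017) after quantile normalization, for the same genes (−0.049 and −0.045) after cyclic loess, for Eed (0.11) after median centring, and for Tfap2a without single tumours (−0.060 to 0.28). It also turned in lists that did not pass: epithelial genes (adjusted p = 0.624 by quantile normalization, 0.502 without the dimmest genes, 0.489 by cyclic loess), Hox genes (0.311 by quantile normalization, 0.308 by cyclic loess), cell cycle (0.452, 0.895 and 0.456 in the same order as for epithelial genes), antigen presentation (0.695) and B and plasma cell markers (0.845) without the dimmest genes, and, without single tumours, B and plasma cell markers (0.288 to 0.910) and interferon response (0.150 to 0.999). It turned for beta protocadherins without the dimmest genes (adjusted p = 0.711). The cause was not tested.
Replicate numbers were not taken as pairs. Values of tumours with the same number correlated at −0.0417 to 0.34 across genes after removing genotype means, where genes are not independent replicates, 3 of 5 numbers exceeded 0.1 and 2 of 5 were best matched by their own number. With the replicate number as a block, 2552 genes were higher, and the cause was not tested.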

Differences from the paper's values

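The paper's number of genes lower in Ezh2−/− tumours is about 1600 in Fig. 3a, read by eye. The number found here at the same p and fold thresholds was 1019, by limma on probe sets with 1 gene symbol. The study used ANOVA, and which probe sets it counted is not known in full. Of 16010 unlisted probe sets left out here, 2246 were lower and 556 higher at an adjusted p under 0.05 from limma. Of 1814 with several symbols, 442 were lower and 97 higher, against 1727 and 1516 of 23521 with 1 symbol. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's without Ezh2−/− replicate 3 (1085) or 5 (1070) and without Ezh2+/+ replicate 1 (1144), 2 (1106) or 4 (1081). It did not under the methods' ANOVA (978), an intensity trend (1017), array weights (999), quantile normalization (723), median centring (532), leaving out the 40% dimmest genes (366), the mean of a gene's probe sets (980), the replicate number as a block (1020) or Tukey biweight means (986), nor without Ezh2−/− replicate 1 (1035), 2 (996) or 4 (974) or Ezh2+/+ replicate 3 (1025) or 5 (885). The methods' ANOVA with probe sets of several gene symbols counted, chosen after seeing the values, gave 1235 and dropped 0 of the 23 genes of Fig. 4a. Cyclic loess, also chosen after seeing the values, gave 773.
The paper states that Foxc1 was the only candidate factor with a significant rise. Here Foxc1 was higher, at 0.76 (adjusted p = 0.0103) from limma, and of the 9 other factors Mef2c at 1.10 (adjusted p = 0.00256), Rxra at 0.77 (adjusted p = 0.0166) and Sox9 at 1.30 (adjusted p = 0.0182) were higher too. At the study's own thresholds, which use no adjustment, all 3 of these other factors passed under the methods' ANOVA as well. With adjustment, Mef2c was the 1 other factor that passed, with Sox9 at an adjusted p of 0.0663 and Rxra at an adjusted p of 0.0521.
The paper states that other Forkhead members were not altered, by qRT-PCR in Fig. 3f. Of the 9 genes of that panel, 8 did not pass on the arrays and 1 was lower, Foxl1 at −0.57 (adjusted p = 0.0171) from limma, a call that was lost after quantile normalization. Outside the panel, Foxp1 (0.65), Foxn3 (0.63) and Foxp4 (0.83) were higher, the last pair not after quantile normalization or under the methods' ANOVA with adjustment, and each of that pair in 5 of 10 fits without a single tumour.
The paper lists Dock8, Pcdhb16, Man1c1 and Galnt9 among the genes higher in Ezh2−/− tumours. They did not pass an adjusted p under 0.05 here, but passed the study's own thresholds. All 4 passed the adjusted threshold after median centring and with the replicate number as a block. Dock8, Man1c1 and Galnt9 also passed with array weights, Pcdhb16 after quantile normalization and cyclic loess, Dock8 and Man1c1 without Ezh2−/− replicate 5, Galnt9 without Ezh2−/− replicate 2, Man1c1 without Ezh2+/+ replicate 2 or 3 and Pcdhb16 without Ezh2+/+ replicate 2.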

Other observations

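Genes of hypoxia and glycolysis were in part lower in Ezh2−/− tumours. Of 11 measured, 3 were lower and 8 did not pass an adjusted p under 0.05 from limma (4 lower when adjusted over the list alone). Egln3, which encodes an oxygen-sensing hydroxylase, had a log2 fold change of −1.66 (standard error 0.32, adjusted p = 0.00721), the kinase gene Pdk1 one of −0.73 and the glycolytic enzyme gene Pgk1 one of −0.71, the last not passing after quantile normalization or median centring. Camera gave the list an adjusted p of 0.00232, against an adjusted p of 0.518 with an estimated correlation. Of 22 clustered beta protocadherin genes, 4 were higher (5 when adjusted over the list alone), Pcdhb2, Pcdhb3 at 1.17, Pcdhb14 at 1.08 and Pcdhb21 at 0.52 (camera adjusted p = 0.00221, adjusted p = 0.518 with an estimated correlation). Without the 40% dimmest genes the direction of this list turned (adjusted p = 0.711). Of 18 milk protein and alveolar genes, 2 were higher (5 when adjusted over the list alone), Ltf and Btn1a1 at 1.35, with a camera adjusted p of 0.0106 and an adjusted p of 0.518 with an estimated correlation. The camera call of that list was lost after median centring, without the 40% dimmest genes and without Ezh2+/+ replicate 4, and Btn1a1 did not pass after quantile normalization. Of 9 hormone-sensing luminal genes, 1 was higher, the transcription factor gene Gata3 at 0.51 (camera adjusted p = 0.382). Of 38 cell cycle genes, 1 was higher, Cdc6 at 0.61 (camera adjusted p = 0.130). The members higher under the methods' own test with adjustment and after median centring were 3 and 9 for protocadherins, 0 and 8 for milk protein and alveolar genes, 1 and 3 for hormone-sensing genes and 0 and 10 for cell cycle genes, and 0 cell cycle genes were higher after cyclic loess. Calls were kept in the fits without a single tumour and in the other alternatives, which include cyclic loess, chosen after seeing the data, as follows: 3 of 10 and 6 of 9 for Pgk1, 7 of 10 and 7 of 8 for Pcdhb14, 10 of 10 and 8 of 9 for Ltf, 5 of 10 and 6 of 9 for Btn1a1, 6 of 10 and 9 of 9 for Gata3 and 4 of 10 and 7 of 9 for Cdc6.
Lists of canonical targets of the polycomb complexes did not pass in camera. Of 36 Hox genes, 1 was higher, Hoxc8 at 0.79, and 1 was lower, Hoxd10 at −0.49, with a camera adjusted p of 0.390. Of 34 other polycomb targets, 1 was higher, Wnt5a at 0.60, and 1 was lower, Lhx1 at −0.38, with a camera adjusted p of 0.156. The Hoxd10 and Lhx1 calls were lost after quantile normalization and median centring. Of 24 polycomb group and H3K27 demethylase genes, 1 was higher, Phf1 at 0.48, which did not pass after quantile normalization, and 1 was lower, Ezh2 (camera adjusted p = 0.0567), and the paralog Ezh1 was at 0.25 (adjusted p = 0.241). Without single tumours the camera adjusted p of this list was 0.0232 to 0.0957, and it stayed short of the threshold in 7 of 10 fits. The forkhead family of 43 genes had 4 higher and 1 lower members (camera adjusted p = 0.189, fry adjusted p = 0.0474). Counts of members higher by the methods' own test with adjustment and after median centring were 0 and 4 for Hox genes, 1 and 5 for other polycomb targets, 0 and 10 for polycomb group and demethylase genes and 3 and 14 for the forkhead family. Calls were kept in the fits without a single tumour and in the other alternatives as follows: 1 of 10 and 5 of 9 for Hoxc8, 6 of 10 and 6 of 9 for Hoxd10, 5 of 10 and 8 of 9 for Wnt5a, 4 of 10 and 6 of 9 for Lhx1 and 2 of 10 and 4 of 9 for Phf1.
As set, the immune lists below did not pass in camera, and some of their members did in limma. The lowest camera adjusted p of the T and NK cell list was 0.0244 without a single tumour and 0.0193 in the other alternatives. For the mast cell list it was 0.0274 without a single tumour. Of 15 T and NK cell markers, 4 were higher, Cd4 at 1.50, Cd3e at 1.10, Cd3g at 1.25 and Gzmb at 0.48, and 2 were lower, the cytotoxic granule genes Prf1 at −0.51 and Gzma at −0.39, the latter not after quantile normalization or median centring (camera adjusted p = 0.0889). Of 8 neutrophil markers, 3 were lower, S100a9 at −1.28, Cxcr2 at −0.58 and Retnlg at −0.62, and 1 was higher, Cd177 at 0.61 (camera adjusted p = 0.531). Cxcr2 and Retnlg did not pass after quantile normalization. Of 9 mast cell markers, 1 was higher, Mcpt4 at 1.64, and 1 was lower, Hdc at −0.38, a call lost after quantile normalization and median centring (camera adjusted p = 0.189). Of 19 interferon response genes, 1 was lower, Ifit3 at −0.63, also lost under those scalings (camera adjusted p = 0.626). In limma and in the methods' own test with adjustment, 0 of 12 antigen presentation genes and 0 of 9 B and plasma cell markers passed. In limma 1 and 1 had an unadjusted p under 0.05 (camera adjusted p = 0.530 and 0.667). With adjustment in the methods' own test and after median centring, the members higher were 1 and 5 for T and NK cell markers, 1 and 2 for neutrophil markers, 0 and 5 for mast cell markers, 0 and 1 for interferon response, 0 and 3 for antigen presentation and 0 and 0 for B and plasma cell markers. Calls were kept in the fits without a single tumour and in the other alternatives as follows: 8 of 10 and 7 of 9 for Cd3e, 6 of 10 and 7 of 9 for Cd3g, 3 of 10 and 7 of 8 for Gzmb, 1 of 10 and 3 of 8 for Gzma, 10 of 10 and 7 of 9 for Cxcr2, 10 of 10 and 6 of 8 for Retnlg, 10 of 10 and 8 of 9 for Cd177, 10 of 10 and 7 of 8 for Mcpt4, 2 of 10 and 3 of 8 for Hdc and 3 of 10 and 6 of 9 for Ifit3.
Of markers of other cells, 0 of 10 pericyte and smooth muscle markers and 0 of 5 Schwann cell markers passed in limma or in the methods' own test with adjustment. In limma 3 and 3 had an unadjusted p under 0.05 (camera adjusted p = 0.130 and 0.0699, fry adjusted p = 0.0279 and 0.00665). Of 9 myoepithelial and basal markers, 1 was higher, the oxytocin receptor gene Oxtr at 0.89, which did not pass after quantile normalization (camera adjusted p = 0.156). Of 11 epidermis markers, 1 was lower, the keratin gene Krt1 at −0.67, with a camera adjusted p of 0.0381 and an adjusted p of 0.518 with an estimated correlation. Neither Krt1 nor the list passed after quantile normalization or after cyclic loess, chosen after seeing the data, and the list kept its camera call in 6 of 10 fits without a single tumour and lost it without the 40% dimmest genes. Of 10 adipocyte markers, 1 was higher, Car3 (5 when adjusted over the list alone), and Adipoq was at 1.29 (adjusted p = 0.0690); camera gave adjusted p = 0.00844, against adjusted p = 0.518 with an estimated correlation. For skeletal muscle markers these were adjusted p = 0.00678 and adjusted p = 0.550. Members higher by the methods' own test with adjustment and after median centring numbered 0 and 4 for pericyte and smooth muscle markers, 0 and 2 for Schwann cell markers, 0 and 3 for myoepithelial and basal markers, 0 and 0 for epidermis markers, 0 and 6 for adipocyte markers and 0 and 1 for skeletal muscle markers. Calls were kept in the fits without a single tumour and in the other alternatives as follows: 3 of 10 and 6 of 9 for Oxtr, 9 of 10 and 5 of 8 for Krt1 and 9 of 10 and 8 of 9 for Car3.
Among gene families, 15 of 51 keratin-associated protein genes were lower, with a median of −0.53 as deposited and −0.35 after median centring. The median of olfactory receptor genes was −0.25 as deposited, −0.17 after quantile normalization and −0.076 after median centring.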
